# An Alternative Approach to ChIP-Seq Normalization Enables Detection of Genome-Wide Changes in Histone H3 Lysine 27 Trimethylation upon EZH2 Inhibition

**DOI:** 10.1371/journal.pone.0166438

**Published:** 2016-11-22

**Authors:** Brian Egan, Chih-Chi Yuan, Madeleine Lisa Craske, Paul Labhart, Gulfem D. Guler, David Arnott, Tobias M. Maile, Jennifer Busby, Chisato Henry, Theresa K. Kelly, Charles A. Tindell, Suchit Jhunjhunwala, Feng Zhao, Charlie Hatton, Barbara M. Bryant, Marie Classon, Patrick Trojer

## Abstract

Chromatin immunoprecipitation and DNA sequencing (ChIP-seq) has been instrumental in inferring the roles of histone post-translational modifications in the regulation of transcription, chromatin compaction and other cellular processes that require modulation of chromatin structure. However, analysis of ChIP-seq data is challenging when the manipulation of a chromatin-modifying enzyme significantly affects global levels of histone post-translational modifications. For example, small molecule inhibition of the methyltransferase EZH2 reduces global levels of histone H3 lysine 27 trimethylation (H3K27me3). However, standard ChIP-seq normalization and analysis methods fail to detect a decrease upon EZH2 inhibitor treatment. We overcome this challenge by employing an alternative normalization approach that is based on the addition of *Drosophila melanogaster* chromatin and a *D*. *melanogaster-*specific antibody into standard ChIP reactions. Specifically, the use of an antibody that exclusively recognizes the *D*. *melanogaster* histone variant H2Av enables precipitation of *D*. *melanogaster* chromatin as a minor fraction of the total ChIP DNA. The *D*. *melanogaster* ChIP-seq tags are used to normalize the human ChIP-seq data from DMSO and EZH2 inhibitor-treated samples. Employing this strategy, a substantial reduction in H3K27me3 signal is now observed in ChIP-seq data from EZH2 inhibitor treated samples.

## Introduction

ChIP-seq is a powerful and commonly used technique for the detection of transcription factor binding patterns and histone post-translational modification (PTM) occupancy profiles across the entire genome [1]. ChIP-seq data in many different cell types and contexts have been used to generate genome-wide chromatin modification maps that have provided significant insight into the general relationship between transcriptomic and epigenomic landscapes [2, 3]. These cell type comparisons have revealed substantial lineage-related differences in the profiles of specific histone PTMs across genomes. However, manipulation of a given biological context, such as comparisons of knockdown or knockout of individual histone modifying enzymes or their respective inhibition with small molecules, may potentially involve subtle alterations to the PTM landscape rather than resulting in a completely different pattern. Therefore, in recent years, more complex statistical methods, software programs and computational models have been developed in an attempt to adequately compare ChIP-seq data sets and reliably reveal the differences [4–7].

Identifying differences between data sets becomes more challenging when differences are not just occurring at specific sites across the genome, but involves global modification changes. An example would be a setting where an increase or decrease of a particular histone PTM occurs at all or most occupied sites across the genome, as is frequently the case when studying the effects of chromatin modifying enzyme inhibitors. Impairing the function of a histone methyltransferase (HMT) can result in a reduction in bulk methylation levels at the targeted histone residue, which in the case of H3K27 methylation affects a large part of the genome. In these instances, currently available bioinformatic-based normalization methods are not applicable since they assume invariance in the signal to noise ratio, the background signal level, or the height of shared peaks.

Several recently described approaches alter the ChIP protocol by adding material that can be used to normalize the signal. For example, ChIP-Rx is based on the addition of a constant amount of reference cells from a different species, and allows for the genome-wide quantitative comparison of histone modifications across different biological samples [8]. The method ultimately depends on the ability of the experimental ChIP antibody to recognize the histone modification of interest in both the reference and experimental species. Precipitated reference DNA is sequenced along with precipitated experimental DNA, and thus reference sequence reads provide a means to normalize across biological samples. This approach was successfully used to visualize genome-wide changes in H3K79me2 levels upon treatment with a small molecule inhibitor of DOT1L, the sole H3K79-specific HMT [8].

EZH2 is the major H3K27-specific HMT with an important role in transcriptional repression. Genomic and transcriptomic data have identified EZH2 as a candidate oncology target in a number of human malignancies, including prostate, breast and hematological malignancies [9, 10]. Recurrent, somatic mutations in EZH2, which alter its substrate specificity and increase global H3K27me3 levels, have been found in diffuse large B-cell lymphoma, follicular lymphoma and melanoma [11–17]. Small molecule inhibitors of EZH2 have recently been discovered [18–24], and a number of these compounds are currently being clinically developed as a promising therapeutic for the treatment of cancer. In order to better understand the molecular events impacted by EZH2 inhibition in human cancer cells, it is important to monitor inhibitor induced alterations in H3K27me3 patterns across the genome. However, detection of EZH2 inhibitor-induced global differences in H3K27me3 levels by standard ChIP-seq protocols and data analysis methods has proven difficult. Therefore, we developed an approach that allows for the detection of global and locus-specific changes in H3K27me3 levels in human cell models through the use of a second antibody added to each ChIP reaction. Similar to previously published methods, [8, 25] we use a chromatin spike-in approach, however, while these methods depend on the ability of the experimental antibody to recognize chromatin features on spiked-in chromatin from a second species, we sought to establish a method that is independent of the cross-reactivity potential of the experimental antibody. Importantly, an antibody exclusively recognizing the *D*. *melanogaster*-specific histone variant H2Av is added to all ChIP samples along with a constant amount of *D*. *melanogaster* chromatin. We employed this strategy effectively in two different cancer cell contexts using two different EZH2 inhibitors. Normalization using spike-in standards in these cell systems effectively uncover the genome-wide reduction in H3K27me3 occupancy upon inhibitor treatment, while other histone methylation marks not affected by EZH2 inhibitors were unaffected by the normalization. We suggest that this approach provides a broadly applicable solution for the normalization of ChIP-seq data sets.

## Materials and Methods

### Cells and Treatments

PC9, a lung derived human adenocarcinoma cell line, was kindly provided by Dr. Kazuto Nishio (National Cancer Center Hospital, Tokyo, Japan) and cultured at 37°C with 5% CO_2_ in RPMI-1640 (Invitrogen) supplemented with 10% FBS (HyClone) and antibiotics (Invitrogen). Cells were treated with 1 μM EZH2 inhibitor GSK126 in the same media with 5% FBS for 5 days. KARPAS-422, a human B cell lymphoma cell line containing a mono-allelic activating mutation in EZH2, was obtained from the Leibniz Institute DSMZ German Collection of Microorganisms and Cell Cultures, and cultured at 37°C with 5% CO_2_ in RPMI-1640 medium (Invitrogen) supplemented with 10% FBS (HyClone) and antibiotics (Invitrogen). Cells were treated with 1.5 μM CPI-360 for 4 and 8 days. Schneider (S2), a *D*. *melanogaster* epithelial cell line, was obtained from ATCC and cultured at 28°C without CO_2_ in Schneider’s medium (04-351Q, Lonza) containing 1% FBS. OSS, a *D*. *melanogaster* ovarian somatic sheath cell line, was obtained from the Drosophila Genomics Resource Center and cultured as described [26]. Immunoprecipitation and western blotting from cell lysates and histone mass spectrometric analyses are described in the supporting information.

### ChIP

PC9, KARPAS-422, OSS, and S2 cells were fixed with 1% formaldehyde (Sigma) for 15 min and quenched with 0.125 M glycine. Cells were washed twice in PBS and three times in cell lysis buffer (10 mM Tris-HCl pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.5% NP-40). KARPAS-422 cell pellet then was re-suspended in miccrococcal nuclease (MNase) reaction buffer (10 mM Tris-HCl pH 8, 10 mM NaCl, 3 mM MgCl_2_, 1 mM CaCl_2_, 4% NP-40) plus 20000 U of MNase (NEB M0247S) at 37°C for 15 min. Digestion was terminated by the addition of EGTA to 3 mM, SDS concentration was increased to 1%, and NaCl concentration was increased to 150 mM. Chromatin was sonicated at 15% output for 6 x 10 sec (Sonic Dismembrator 500, Fisher Scientific). Cell debris was removed by centrifugation at 20,000 x g for 10 min, and the resulting chromatin was diluted with IP dilution buffer (20 mM Tris-HCl pH 8, 2 mM EDTA, 1% Triton X-100, 150 mM NaCl) and pre-cleared with protein G-coupled magnetic beads (Invitrogen). PC9, OSS, and S2 cell pellets were treated the same as KARPAS-422 cells except the cells were sonicated at 15% output for 30 x 10 sec (EpiShear probe sonicator, Active Motif #53051) in sonication buffer (10 mM Tris-HCl pH 8, 150 mM NaCl, 3 mM MgCl_2_, 1 mM CaCl_2_, 4% NP-40, 1% SDS).

For antibody titration Experiments in S4 Fig, 12 μg of KARPAS-422 chromatin was incubated with 250 ng to 8 μg of H3K27me3 antibody (Cell Signaling, #9733), rabbit IgG (Jackson ImmunoResearch Lab 011-000-003), or 200 ng to 6.4 μg of a rabbit polyclonal antibody raised against the C-terminus of *D*. *melanogaster* H2Av (Active Motif #39715) overnight at 4°C. For titration with *D*. *melanogaster* chromatin, 2.85 μg of S2 chromatin was incubated with 125 ng to 4 μg of H3K27me3 antibody (Cell Signaling, #9733), rabbit IgG (Jackson ImmunoResearch Lab 011-000-003), or 200 ng to 6.4 μg of H2Av antibody (Active Motif #39715) overnight at 4°C. Antibody-chromatin complex was captured by the addition of protein G magnetic beads and the beads were washed once with IP dilution buffer, twice with wash buffer 1 (20 mM Tris-HCl pH 8, 2 mM EDTA, 1% Triton X-100, 0.1% SDS, 150 mM NaCl), once with wash buffer 2 (20 mM Tris-HCl pH 8, 2 mM EDTA, 1% Triton X-100, 0.1% SDS, 500 mM NaCl), once with wash buffer 3 (10 mM Tris-HCl pH 8, 1 mM EDTA, 250 mM LiCl, 1% NP-40, 1% deoxycholate), and once with TE (10 mM Tris-HCl pH 8, 1 mM EDTA). DNA-protein complex was eluted twice with 100 μl elution buffer (25 mM Tris-HCl pH 7.5, 10 mM EDTA, 0.5% SDS) at 65°C for 15 min with shaking at 1200 rpm (Eppendorf ThermoMixer C). Eluted chromatin was treated with 10 mg of RNAse A at 37°C for 1 h followed by proteinase K at 50°C for 2 h. Samples were then de-crosslinked at 65°C for 5 h. Reverse crosslinked DNA was purified by a PCR purification column (Qiaquick PCR purification, Qiagen 28106), and eluted with 150 μl of buffer EB (10 mM Tris-HCl pH 8) for qPCR. Small aliquots of input chromatin samples were reverse crosslinked, RNase A, proteinase K digested and purified with PCR purification columns as described above. The concentration of the purified DNA was measured with Qubit Fluorometric Quantitation (Invitrogen) as a reference for the amount of chromatin used in each ChIP reaction. Quantitative polymerase chain reaction analysis of purified ChIP DNA (ChIP-qPCR) is described in the supporting information.

### ChIP Sequencing and Data Analysis

For ChIP-seq experiments, 30 μg of chromatin was pre-cleared with protein A agarose beads (Invitrogen). Genomic DNA regions of interest were isolated using 3 μg of H3K27me3 antibody (Cell Signaling, #9733), 4 μg anti-H3K4me3, a rabbit monoclonal antibody raised against a synthetic peptide corresponding to the N-terminus of histone H3 and containing a tri-methylated lysine 4 (Cell Signaling, #9751) or 5 μl of anti-H3K9me3 serum from a rabbit immunized with a synthetic peptide corresponding to the N-terminus of histone H3 and containing a tri-methylated lysine 9 (Active Motif, #39161). ChIP reactions had a volume of 250 μl and were processed as described above. For ChIP-seq experiments with spike-in *D*. *melanogaster* chromatin, the samples were prepared and processed as above but with the addition of 0.4 μg of H2Av antibody (Active Motif, #39715) and 750 ng of *D*. *melanogaster* S2 cell chromatin for KARPAS-422 replicate #1 and 3.75 μg for replicate #2 and #3 (to increase the number of *D*. *melanogaster* tags) or 750 ng of *D*. *melanogaster* OSS cell chromatin for PC9 experiments.

ChIP and input DNA libraries were prepared for Illumina sequencing by using one half of the total ChIP DNA from each reaction. The amount of ChIP DNA was not determined for all replicates but known quantities are presented in S1 Table. Libraries were prepared using the standard consecutive enzymatic steps of end-polishing, dA-addition, and adaptor ligation using Active Motif’s custom liquid handling robotics pipeline. The adaptor-ligated libraries were purified using Agencourt AMPure XP beads and amplified with barcoded primers for 15 cycles. The resulting libraries were purified with Agencourt AMPure XP beads and quantified to assess quality of the amplification reactions. Amplified DNAs were sequenced in multiplex on an Illumina HiSeq 2500 using 50 bp single end sequencing. Coverage ranged from 25 million to 40 million tags per ChIP-seq sample.

Sequences (50-nt tags, single end) were separately aligned to either the human genome (hg19) or the *D*. *melanogaster melanogaster* genome (dm3) using the BWA algorithm (default settings). Duplicate tags were removed and only uniquely mapped tags (mapping quality > 25) were used for further analysis. Alignments were extended *in silico* at their 3’-ends to a length of 200 bp, which is the average genomic fragment length of the library molecules, and assigned to 32-nt bins along the genome. Peak locations were identified using the SICER algorithm (v1.1) with an E-value of 1 based on random background (SICER-rb; without control library file). The gap size parameter was set at 600 bp for H3K9me3 and H3K27me3, and 200 bp for H3K4me3. Peak regions were defined to be the union of peak intervals in control and treated samples, and average signal was reported for each region. Our standard normalization for the comparison of multiple samples was implemented by normalizing human tag numbers in each sample to the same number of tags present in the sample with the lowest number of uniquely mapped tags. Tag removal was performed by randomly removing excess tags from the larger files. The spike-in normalization was performed by counting *D*. *melanogaster* tags in each sample and using those tag counts to generate correction factors; calculated as DMSO tags/inhibitor tags. The primary method of mapping *D*. *melanogaster* tags used a partial dm3 reference genome containing only H2Av bound regions that we identified in H2Av ChIP-seq experiments using only *D*. *melanogaster* chromatin from S2 or OSS cells. The alternate method of mapping *D*. *melanogaster* tags used the entire dm3 reference genome. Correction factors were then applied to the human tag counts for all samples and scaling of human tags was performed by randomly removing tags as dictated by the scaling factor.

The Integrated Genomics Viewer (IGV) v2.3 (https://www.broadinstitute.org/igv/) was used for visualization of ChIP-seq data sets.

## Results

### Standard ChIP-Seq Protocols Fail to Reveal EZH2 Inhibitor Mediated Global Decreases in H3K27me3

To study the impact of EZH2 inhibition on the genome-wide distribution of H3K27me3, we treated two different human cancer cell lines, KARPAS-422 germinal center B-cell like diffuse large B-cell lymphoma and PC9 lung adenocarcinoma, with different EZH2 inhibitors, CPI-360 [18] and GSK126 [23]. Using western blots we detected a substantial reduction in total H3K27me3 levels in the presence of the inhibitors in both cellular contexts (Fig 1A and 1B). Mass spectrometry analysis using the same samples confirmed the global decrease in H3K27me3 abundance (S1 Fig). Consistent with previous reports [18], global levels of other histone methylation marks, such as H3K4me3 or H3K9me3, were unaffected by the inhibitor treatment (S1 Fig).

**Fig 1:**
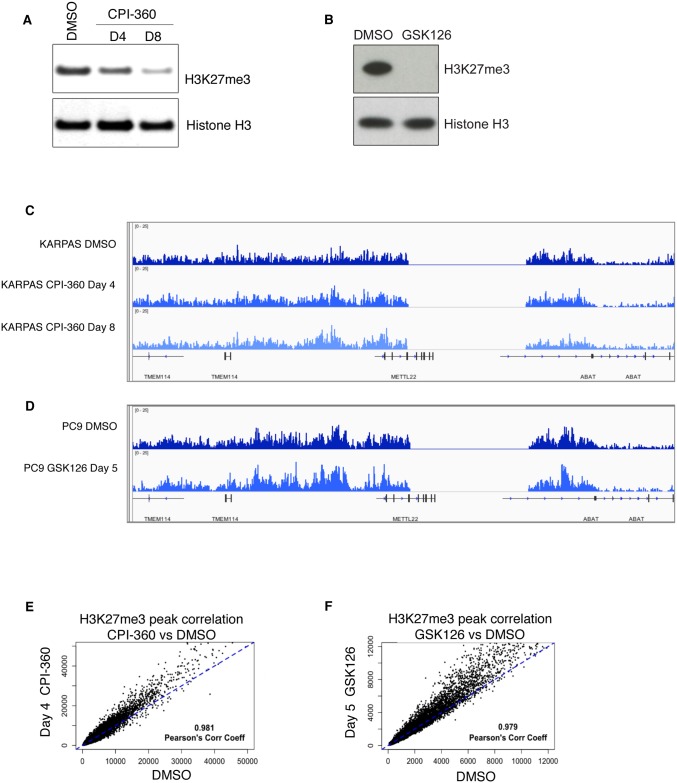
EZH2 inhibition reduces global H3K27me3 levels, however standard ChIP-seq methods do not reveal the reduction. **(A)** Western blot showing reduced global H3K27me3 levels in KARPAS-422 cells treated with 1.5 μM CPI-360 for 4 and 8 days. Whole cell extracts were resolved by SDS page and immuno-blotted with anti-H3K27me3. Anti-H3 immuno-blots show equal levels of total H3. **(B)** Western blot showing reduced global H3K27me3 levels in PC9 cells treated with 1 μM of GSK126 for 5 days. Whole cell extracts were resolved by SDS page and immuno-blotted with anti-H3K27me3. Anti-H3 immuno-blots show equal levels of total H3. **(C, D)** Representation of H3K27me3 ChIP-seq data using IGV. No obvious differences are detected in CPI-360 (C) and GSK126 (D) treated KARPAS-422 and PC9 cells when compared to vehicle-treated controls. **(E, F)** Genome-wide data from H3K27me3 ChIP-seq experiments under different treatment conditions are represented as scatter plots.

To better understand how EZH2 inhibitor-mediated reduction in H3K27me3 levels affects the distribution of this modification across the genome, we performed H3K27me3 ChIP-seq in cells treated with EZH2 inhibitors as compared to untreated cells. Data was obtained from multiple biological replicates from each of the two cell models and analyzed using standard sequencing depth normalization. Despite good signal reproducibility across replicates (S1 Fig), these ChIP-seq studies failed to show locus specific (Fig 1C and 1D) or general (Fig 1E and 1F) decreases in H3K27me3 occupancy in the EZH2 inhibitor-treated samples when compared to DMSO-treated controls.

### ChIP-qPCR Detects Locus-Specific H3K27me3 Reduction upon EZH2 Inhibitor Treatment

Changes in H3K27me3 at specific loci upon EZH2 inhibitor treatment have been observed previously [18, 27]. To confirm that H3K27me3 loss at specific genomic loci is detectable under the employed ChIP conditions, H3K27me3 ChIP using chromatin from cells treated with DMSO or EZH2 inhibitors GSK126 and CPI-360 were performed, followed by qPCR to explore H3K27me3 enrichment at a well-characterized PRC2 target gene, *MYT1*. As expected, H3K27me3 enrichment was reduced in the *MYT1* promoter region in the presence of both EZH2 inhibitors (Fig 2A and 2B). Compound specificity toward H3K27me3 was underscored by the lack of gene-specific changes in H3K4me3 and H3K9me3 enrichment (S2 Fig). These results indicate that the employed ChIP procedure is adequate to detect changes in H3K27me3 occupancy by qPCR.

**Fig 2:**
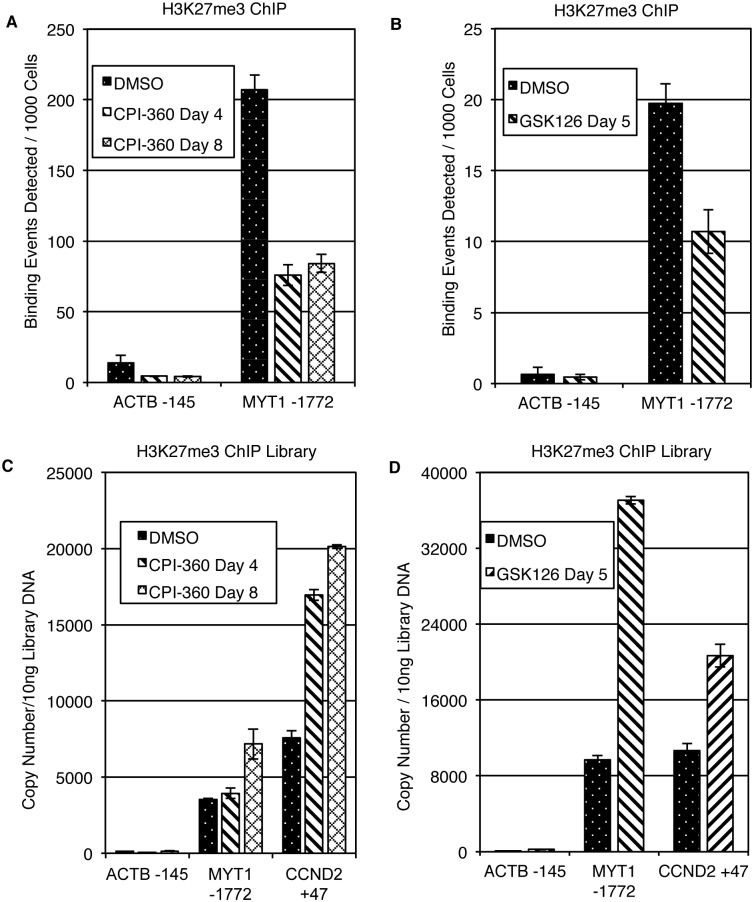
Reduced H3K27me3 binding is detected by ChIP-qPCR. **(A)** ChIP was performed using chromatin from KARPAS-422 cells treated with the EZH2 inhibitor CPI-360. qPCR using the positive control primer *MYT1* showed reduced H3K27me3 occupancy in the presence of the inhibitor. **(B)** ChIP was performed using chromatin from PC9 cells treated with the EZH2 inhibitor GSK126. qPCR using the positive control primer *MYT1* showed reduced H3K27me3 occupancy in cells treated with the inhibitor. (**C**) Libraries were generated from KARPAS-422 cells using 15 cycles of PCR amplification. Library DNA was diluted and qPCR was performed using positive control primers for *MYT1* and *CCND2*. (**D**) Libraries were generated from PC9 cells as described in (C) and library DNA was used for qPCR using positive control primers for *MYT1* and *CCND2*. All experiments are represented as the mean of two independent experiments with qPCRs performed in triplicate ±SD. The *ACTB* promoter served as a negative control for all experiments.

However, qPCRs from amplified ChIP-libraries before sequencing showed that the differences between DMSO and EZH2 inhibitor treated samples were no longer present (Fig 2C and 2D). In fact, there was a trend towards an increased signal in EZH2 inhibitor treated samples despite the fact that (1) the precipitated total DNA amounts were reduced in compound treated samples (S1 Table) and (2) library yields were similar across untreated and treated samples (S2 Table). These experiments show that standard library generation protocols, in addition to subsequent bioinformatics analysis, may be suboptimal for accurate quantitative representation of global histone PTM changes in biological samples from different treatment conditions. Others [28, 8] were confronted with a similar problem and used a synthetic RNA spike-in standard or *D*. *melanogaster* chromatin to normalize global RNA sequencing and ChIP-seq profiling data, respectively.

### Designing a Spike-In Normalization Strategy

An appropriate spike-in standard for ChIP-seq will serve as a reference for sample comparison and normalization and should accomplish the following: 1) Spike-in material is present in all samples in equal amounts. 2) Spike-in material is added early in the process as to be present during technical sample manipulations throughout the entire ChIP procedure and library generation. 3) Spike-in material is present in small amounts so that library generation is not affected, and so that the final sequencing data is not dominated by tags originating from the spike-in material. 4) Spike-in material is uniquely identifiable in the final data set. 5) Spike-in material can be applied to ChIP reactions universally, independent of the nature of the experimental sample chromatin and independent of the experiment-specific antibody.

To satisfy these criteria we designed a *D*. *melanogaster* chromatin spike-in strategy that includes the addition of a *D*. *melanogaster* histone variant protein-specific antibody (Fig 3). The purpose of the *D*. *melanogaster*-specific antibody is to provide a means to reliably immunoprecipitate *D*. *melanogaster* chromatin from each reaction, which is then used as a reference for normalization. We chose an antibody against the *D*. *melanogaster*-specific histone variant *His2Av* (H2Av) as a control [29] since the antibody recognizing this histone variant does not cross-react with the histone H2A.Z variant protein from other species. First, a series of antibody titration ChIP experiments were carried out to ensure that H3K27me3 antibodies precipitate concentration-proportional amounts of DNA (S3 and S4 Figs). Next, ChIP-qPCR antibody titration experiments and ChIP-seq were carried out with the H2Av antibody and chromatin from the *D*. *melanogaster* S2 cell line. Results showed a significant enrichment pattern at specific genomic loci and across the *D*. *melanogaster* genome (S4 Fig). Moreover, the H2Av antibody did not precipitate human chromatin (S4 Fig), and thus did not show any genome-wide enrichment pattern in ChIP-seq (S4 Fig). These data confirm that the H2Av antibody uniquely precipitates the *D*. *melanogaster* reference chromatin.

**Fig 3:**
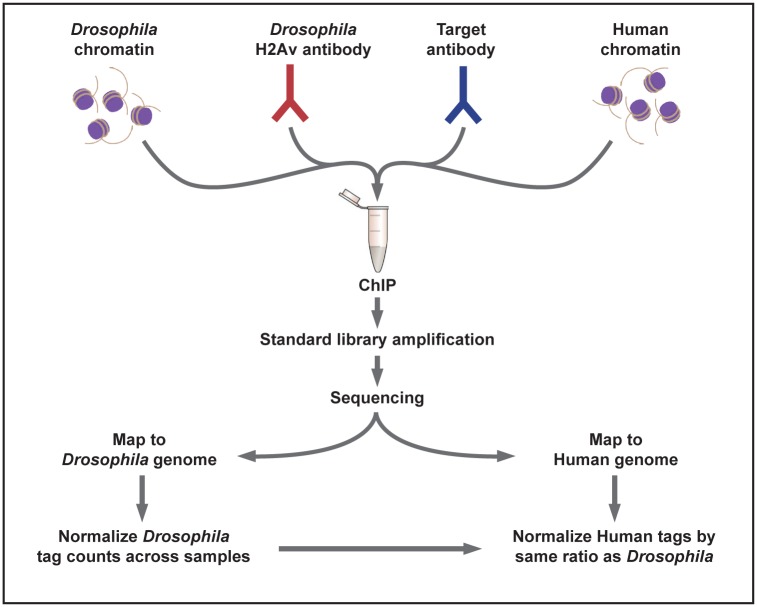
Schematic representation of the ChIP-seq spike-in protocol. ChIP-seq spike-in reactions are set up by adding the test chromatin of interest (human or other), the target antibody of interest, a small portion of *D*. *melanogaster* chromatin and the *D*. *melanogaster-*H2Av-specific antibody. The *D*. *melanogaster* spike-in chromatin is added in equal amounts and the H2Av antibody functions to pull down a small portion of the *D*. *melanogaster* chromatin in each reaction. After sequencing, tags are mapped to the genome corresponding to the test chromatin as well as to the *D*. *melanogaster* genome. The total number of tags uniquely mapping to the *D*. *melanogaster* genome are counted for each sample and used to generate correction factors (DMSO tags/inhibitor tags). The test chromatin tag counts are then normalized using the correction factors.

To determine an appropriate starting amount of *D*. *melanogaster* chromatin to spike into the human ChIP reactions, a rational approach was used. The *D*. *melanogaster* genome is 27 times smaller than the human genome, thus a ratio of 27:1 of human to *D*. *melanogaster* chromatin would theoretically achieve equality in terms of genome copy number. Using this ratio, and assuming the antibodies immunoprecipitate the same amount of *D*. *melanogaster* and human chromatin per unit chromatin, a ChIP reaction that contains 30 μg of human chromatin should be spiked with 1.11 μg of *D*. *melanogaster* chromatin. Under these conditions a ChIP-seq experiment in which 50 million tags are sequenced should yield approximately 1.85 million *D*. *melanogaster* sequence tags. We scaled our *D*. *melanogaster* spike-in amount down to 750 ng with the goal of achieving approximately 1 million *D*. *melanogaster* sequence tags in the final data set.

To validate the spike-in strategy with ChIP-qPCR, *D*. *melanogaster* chromatin from S2 cells was mixed with chromatin from KARPAS-422 cells treated with DMSO or 1.5 μM CPI-360 for 8 days. Constant amounts of H3K27me3 and H2Av antibodies were used in each ChIP reaction and the enrichment levels of selected human and *D*. *melanogaster* genomic locations were determined by qPCR. As expected, the H3K27me3 enrichment at all inspected human genomic loci were significantly reduced by CPI-360 treatment (S5 Fig). However, ChIP using the H3K27me3-specific antibody, which recognizes and precipitates both human and *D*. *melanogaster* tri-methylated H3K27, did result in a marginal increase in enrichment at individual genomic loci from inhibitor treated cells. Presumably, the extreme reduction of H3K27me3 levels in the treated human samples leads to an increase in free H3K27me3 antibody, resulting in more *D*. *melanogaster* chromatin precipitated from the inhibitor treated cells.

### ChIP-seq Spike-In Normalization Reveals the Impact of EZH2 Inhibitors on Genome-Wide H3K27me3 Levels

ChIP-seq experiments were carried out using chromatin preparations and H3K27me3 antibody amounts as described in the Materials and Methods but with the addition of chromatin from *D*. *melanogaster* S2 or OSS cell lines and the H2Av antibody. 

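PC9 is a human lung adenocarcinoma cell line, and GSK126 is a small molecule inhibitor of EZH2. The H3K27me3 experiment in PC9 cells consisted of 2 libraries from cells treated with DMSO and 2 libraries from cells treated with 1 μM GSK126 for 5 days, numbered as replicates 1 and 2. Data from KARPAS-422 cells were not analysed here. The authors deposited lists of islands, which are genomic regions enriched for sequencing tags as identified by the SICER algorithm. SICER counts tags in windows of 200 bp, keeps the windows that hold more tags than a random background gives, joins windows across gaps of up to 600 bp, and reports each joined island that passes an E-value of 1 together with a score. The score is the authors' own. It was used here to rank or filter islands and to read the tag density of a list, and not as a measure of signal. Tags had been aligned to hg19 (GRCh37), and duplicates and tags that did not align uniquely had been removed before islands were called. Each list came from a single library, and replicates were not pooled. Every H3K27me3 library had a list for each normalization. For the standard normalization, tags had been removed at random from the larger library of a replicate until both libraries held the same number of human tags. For the spike-in normalization, the DMSO library kept all of its tags, and tags had been removed at random from the GSK126 library according to the correction factor. According to the paper's S4 Table, the DMSO libraries held 22029995 and 30975187 human tags in replicates 1 and 2, and the GSK126 libraries held 18059775 and 20692708.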

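The lists do not give tag counts. However, the score of an island is a sum of negative log probabilities of whole numbers of tags under a Poisson distribution, and the tag density behind each list could be read from the scores of islands of 1 or 2 windows. For the 10 lists of PC9 cells whose tag number follows from S4 Table, H3K4me3 lists included, this density corresponded to a mappable genome of 2662336502 bp, or 86.0% of the length of chromosomes 1 to 22, X and Y, with a spread of 0.0040% between lists. Islands were compared between GSK126 and DMSO within each replicate, because tags had been removed within each replicate. Values are given as the mean ± SD of both replicates, or for each replicate. With 2 pairs, an exact sign-flip test cannot give a p-value below 0.5, and no p-value is given for these comparisons. In the standard normalization, the islands of DMSO replicates 1 and 2 covered 279 Mb and 258 Mb of the genome, and 224 Mb were covered in both. The shared length was 71.8% of the length covered in either replicate (95% Wilson confidence interval from 71.7% to 71.8% over windows, counting error only). Counted as the share of islands that overlapped an island of the other replicate by at least 1 bp, the value was 86.7%. The number of tags affects which islands pass, since a library with fewer tags gives less power to tell enriched windows from background.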

While standard ChIP-seq protocols and analysis methods do not detect the global decreases in H3K27me3 throughout the genome following inhibition of EZH2 (Fig 1), our experimental design allows for an alternative data analysis: ChIP-seq reactions were processed using standard methods and final sequencing tags were mapped to both the human and the *D*. *melanogaster* genomes. Since the final *D*. *melanogaster* tag counts are the basis for the normalization we mapped the tags in two different ways. The first approach was designed based on our concern that one potential source of variation in our spike-in strategy could arise from cross-reactivity of the H3K27me3 antibody with *D*. *melanogaster* chromatin (S5 Fig). Specifically, when comparing samples such as DMSO and EZH2 inhibitor treatment that contain dramatically different levels of the target antigen, the effective antibody concentration available for enrichment of the *D*. *melanogaster* chromatin in one sample versus the other may skew the tag counts and affecting the normalization. To mitigate this possibility, we designed a *D*. *melanogaster* sequence tag mapping strategy that uses a reference genome that corresponds only to H2Av binding sites in *D*. *melanogaster* and is thus deficient for sites bound by the H3K27me3 antibody. Using this strategy only H2Av-enriched DNA is mapped, thus excluding *D*. *melanogaster* chromatin pulled down by the experimental antibody. Counting *D*. *melanogaster* tags in this manner resulted in increased tag numbers in EZH2 inhibitor-treated samples over DMSO-treated samples (Fig 4A and 4C and S6 Fig). 

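In the H3K27me3 reactions from PC9 cells, the paper's S4 Table lists 221482 and 366328 tags in H2Av peak regions for DMSO replicates 1 and 2. The corresponding tag counts with GSK126 are 762304 and 856825. The count with GSK126 was therefore 3.44 times the DMSO count in replicate 1 and 2.34 times in replicate 2, or 2.89 ± 0.780 times (SD, n = 2). The increase was present in both replicates and was larger than the spread between them. Human tags did not increase in parallel. The human tags read from the island scores of the lists that kept every tag numbered 22030016 and 30975287 with DMSO, compared to 18059725 and 20692682 with GSK126, and were lower with GSK126 in both replicates.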

For the second approach, we used the entire *D*. *melanogaster* genome as a reference genome, kept only tags that uniquely aligned and removed all duplicates. 

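When tags from the H3K27me3 reactions in PC9 cells were aligned to the whole dm3 genome, the counts in the paper's S4 Table were 1188937 and 1930359 with DMSO, and 4220372 and 6588506 with GSK126. As a share of all human and D. melanogaster tags of a library, these tags amounted to 5.12% and 5.87% with DMSO, and to 18.9% and 24.2% with GSK126. The ratio of GSK126 to DMSO counts was 3.48 ± 0.0966 (SD, n = 2), an increase that exceeded the spread between replicates. With 1 library per treatment in each replicate, the smallest p-value of an exact sign-flip test was 0.5.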

Using this approach, we also found that there were significantly more tags mapping to the *D*. *melanogaster* genome in H3K27me3 ChIP reactions containing chromatin from EZH2 inhibitor-treated cells (S7 Fig). Both of these mapping strategies showed similar increases in *D*. *melanogaster* tag counts in inhibitor treated samples thus both strategies are effective in revealing decreased ChIP-seq signal from inhibitor treated samples once correction factors are applied to the corresponding human tag counts (S3 Table).

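In PC9 replicate 1, the ratio of GSK126 to DMSO tags over H2Av regions was 0.970 times the ratio over the whole D. melanogaster genome, and in replicate 2 it was 0.685 times that ratio. The share of D. melanogaster tags that fell into H2Av regions was 18.6% with DMSO and 18.1% with GSK126 in replicate 1, whereas in replicate 2 it was 18.98% with DMSO and 13.0% with GSK126. Applied to the human tag counts, the H2Av-region factors of S4 Table give a human signal with GSK126 of 0.238 and 0.286 of that with DMSO in replicates 1 and 2. In the deposited spike-in lists, the tag density with GSK126 was 0.231 and 0.196 of that with DMSO. Both mapping strategies lowered the human signal in both replicates, and they differed more in replicate 2 than in replicate 1.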

**Fig 4:**
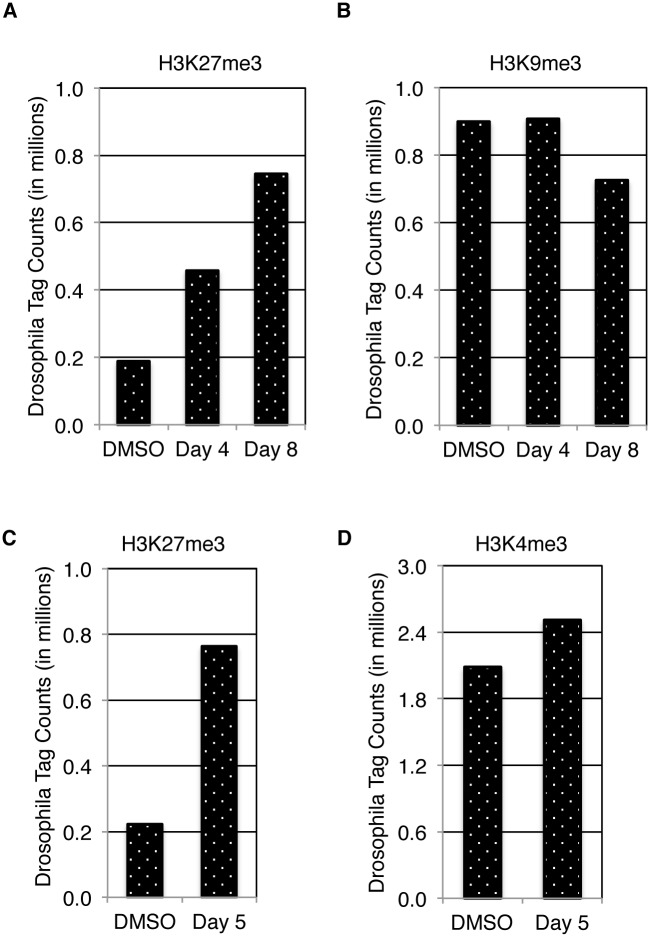
*D*. *melanogaster* tag counts from H3K27me3 ChIP-seq reactions are elevated in EZH2 inhibitor treated samples. H2Av bound regions of the *D*. *melanogaster* genome were determined using the H2Av antibody in ChIP-seq reactions containing *D*. *melanogaster* S2 or OSS chromatin. *D*. *melanogaster* tags from ChIP-seq spike-in reactions were mapped only to these pre-defined H2Av regions. **(A)** H3K27me3 ChIP-seq reactions with *D*. *melanogaster* spike-in in KARPAS-422 cells have a substantial increase in *D*. *melanogaster* tags in spike-in libraries prepared from CPI-360 treated cells both at 4 days and 8 days after treatment. **(B)** The increase was not observed in the control H3K9me3 reactions. **(C)** H3K27me3 ChIP-seq reactions with *D*. *melanogaster* spike-in in PC9 cells have a substantial increase in *D*. *melanogaster* tags in spike-in libraries prepared from GSK126 treated cells. **(D)** The substantial increase in tags was not observed in the control H3K4me3 ChIP-seq spike-in reactions.

In subsequent experiments tag counts were derived from ‘H2Av-only’ *D*. *melanogaster* genome mapping and used to generate a correction factor (DMSO tags/inhibitor tags) (S4 Table). 

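The factor applied to each deposited spike-in list was obtained by dividing the human tags of the GSK126 library by the tags behind its list, as read from the tag density. For H3K27me3, this factor was 3.55 in replicate 1 and 3.41 in replicate 2. S4 Table gives a factor for each library from all dm3 alignments, from H2Av peak regions and from H3K27me3 peak regions. The factors read from the lists differed from those based on all dm3 alignments by 0.00091% and 0.0011%. Thus, the spike-in values given here for PC9 cells carry the factor of the whole D. melanogaster genome. The factors in S4 Table are written as inhibitor tags divided by DMSO tags. Written as DMSO tags divided by inhibitor tags, the H2Av-region factors are 0.291 and 0.428 for replicates 1 and 2.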

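After spike-in normalization, the H3K27me3 lists of GSK126-treated PC9 cells had been called on 5087734 human tags in replicate 1 and on 6062800 in replicate 2, as read from the island scores. The DMSO lists had been called on all tags of their libraries. The tags with GSK126 amounted to 23.1% and 19.6% of those with DMSO, or 21.3 ± 2.49% (SD, n = 2). This share follows from the number of tags removed and from the human tags of each library, and is not a measurement at islands. In the standard normalization, both libraries of a replicate had been called on the same number of human tags.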

The correction factor was used to normalize the human tag counts, resulting in a significant reduction of mapped human tags in the inhibitor-treated H3K27me3 ChIP-seq data sets. 

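H3K27me3 islands of PC9 cells were examined over the genes labelled in Fig 5B. The coordinates of that image are not given, and its gene models could not be matched to the annotation. The region from the start of TMEM114 to the end of ABAT was therefore used. The image appeared to show DMSO signal between TMEM114 and METTL22 at a place where the lists held no island. Without coordinates this could not be resolved, and positions of signal were not compared further. The region from TMEM114 to ABAT spans 291 kb on chromosome 16 of GRCh37, from 8587607 to 8878432. It contains TMEM114 on the minus strand (8587607 to 8622304), METTL22 on the plus strand (8715540 to 8743511) and ABAT on the plus strand (8768453 to 8878432), as annotated by GENCODE. In the spike-in lists, islands covered 74.6 kb and 89.2 kb of this region with DMSO in replicates 1 and 2, and 39.6 kb and 30.6 kb with GSK126. Over TMEM114 and 2000 bp upstream of it, the covered share fell from 79.8% to 55.9% in replicate 1 and from 81.5% to 41.4% in replicate 2. In the standard lists, the covered share of the same stretch was 84.2% with DMSO and 82.6% with GSK126 in replicate 1, and 69.5% and 68.4% in replicate 2. Over ABAT and 2000 bp upstream of it, islands covered 8.40 kb and 17.6 kb with DMSO, and no island was found with GSK126 in either replicate. At equal tag number, islands covered 3.6 kb of this stretch with either treatment in replicate 1, and in replicate 2 they were found only with DMSO. The body of METTL22 held no island in any spike-in list. With DMSO, an island of these lists reached into the 2000 bp upstream of METTL22, over 261 bp and 1061 bp in replicates 1 and 2, and with GSK126 none did. At equal tag number, islands covered 2061 bp of METTL22 and its upstream 2000 bp with DMSO and 1261 bp with GSK126 in replicate 1. In replicate 2, they covered 1061 bp with DMSO and none with GSK126. In the standard lists, islands covered 74.0 kb and 81.0 kb of the region with DMSO, compared to 73.4 kb and 47.6 kb with GSK126. The difference between treatments at equal tag number was thus small in replicate 1 and present in replicate 2.

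**Figure D1:**
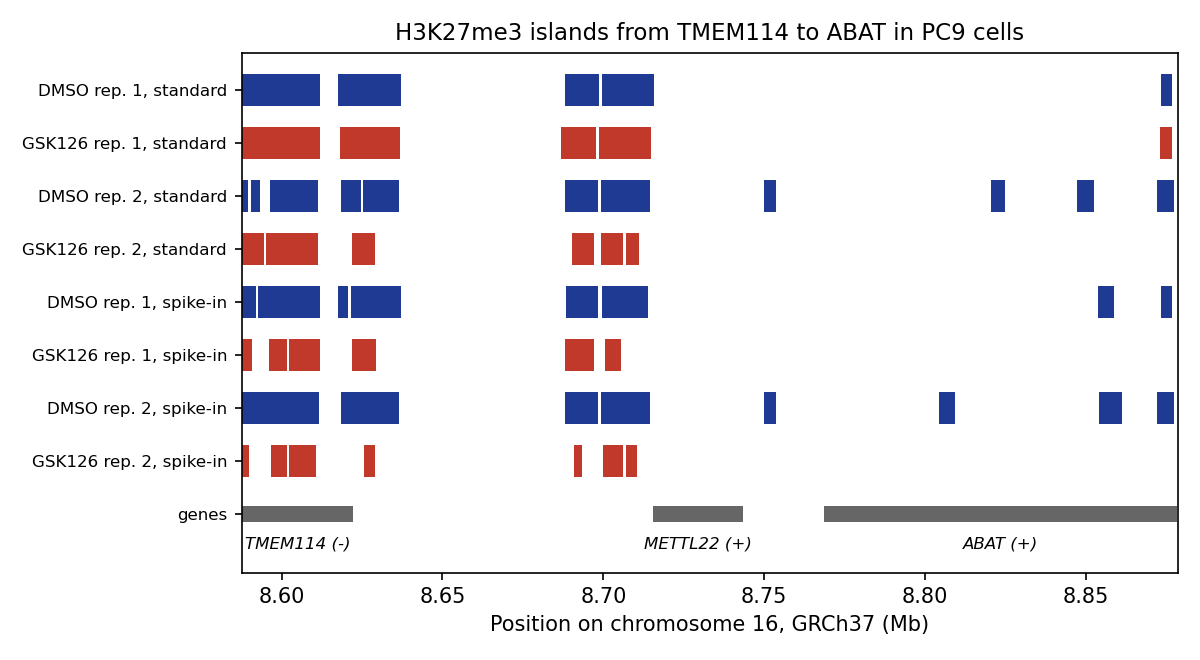
H3K27me3 islands in PC9 cells from TMEM114 to ABAT on chromosome 16 of GRCh37, with the position in Mb on the horizontal axis and 1 list in each line. Blue boxes are islands with DMSO, red boxes are islands with GSK126, and gray boxes are genes with their strand. In the spike-in lists, no red box lies over ABAT, and the red boxes cover 39.6 kb and 30.6 kb in replicates 1 and 2.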

CPI-360 treatment for 4 and 8 days led to a marked reduction in H3K27me3 levels across the genome in KARPAS-422 cells (Fig 5A), similar to what was observed in PC9 cells upon treatment with GSK126 (Fig 5B). Both compounds substantially reduced H3K27me3 levels at most H3K27me3 positive locations throughout the genome (Fig 5C and 5E). 

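In the spike-in lists of PC9 cells, 35901 and 35522 H3K27me3 islands were found with DMSO in replicates 1 and 2, compared to 19812 and 16401 with GSK126. The log2 ratio of GSK126 to DMSO was −0.99 ± 0.18 for the number of islands and −1.14 ± 0.05 for the covered length (SD, n = 2). The covered length was 53.7% lower with GSK126 in replicate 1 and 55.8% lower in replicate 2. Both differences were larger than the spread between replicates. Tags had been removed at random from the GSK126 libraries, so these comparisons and those by chromosome include the effect of fewer tags. The alternative that moved the log2 ratio of covered length most was to compare the GSK126 spike-in list to the DMSO list of the standard normalization, which gave −1.05. Of the DMSO islands, 37.2 ± 3.99% (SD, n = 2) overlapped a GSK126 island of the same replicate by at least 1 bp. When an overlap of at least 50% of the DMSO island was required, the share was 26.6%. The covered length was lower with GSK126 on 23 of 23 chromosomes (1 to 22 and X) in both replicates. Across chromosomes, it ranged from 35.7% to 56.0% of the DMSO length in replicate 1 and from 34.9% to 56.7% in replicate 2. DMSO islands were ranked by score into 4 groups of equal size. Of the lowest-scoring group, 3.75 ± 0.637% of islands overlapped a GSK126 island, followed by 11.0 ± 3.08% and 41.3 ± 8.84% in the intermediate groups and 92.6 ± 3.39% in the highest-scoring group (SD, n = 2). The islands that remained were thus those with the highest scores, and presence of an island does not show whether its signal was reduced. The 3 highest-scoring H3K27me3 islands of DMSO replicate 1 that were also found in DMSO replicate 2 lie on chromosome 5 from 1130601 to 1267400 (SLC6A19, SLC6A18 and TERT), on chromosome 7 from 155201001 to 155392200 (EN2 and CNPY1) and on chromosome 20 from 60359601 to 60518200 (CDH4). After spike-in normalization, GSK126 islands covered 88.0% and 95.2% of the island on chromosome 5 in replicates 1 and 2, 97.6% and 99.3% of that on chromosome 7, and 97.9% and 99.5% of that on chromosome 20. Likewise, MYT1 (chromosome 20, 62733747 to 62873606) was covered over 92.1% and 94.9% of its length and upstream 2000 bp with DMSO, and over 82.8% and 87.5% with GSK126, compared to 91.7% with GSK126 in the standard list of either replicate. CCND2 (chromosome 12, 4378937 to 4414519) was covered over 98.2% with DMSO in both replicates, and over 97.7% and 98.2% with GSK126.

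**Figure D2:**
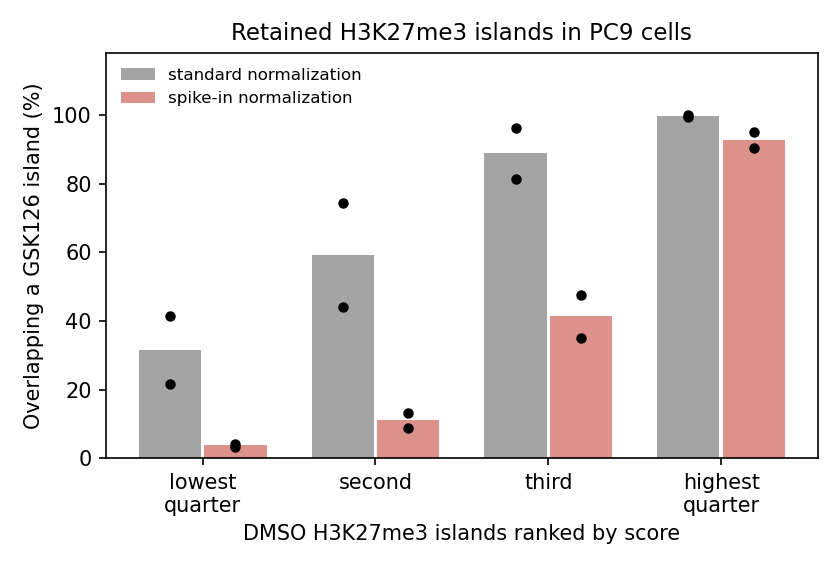
Percentage of DMSO H3K27me3 islands that overlapped a GSK126 island in PC9 cells (vertical axis), for 4 groups of DMSO islands of equal size ranked by score (horizontal axis). Bars are the mean of 2 replicates, points are the replicates, gray is the standard and red the spike-in normalization. The spike-in bars rise from 3.75% in the lowest-scoring group to 92.6% in the highest-scoring group.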

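The fold reduction of human tags in the H3K27me3 lists of GSK126-treated PC9 cells was computed after scaling. It is the tag density behind the DMSO spike-in list divided by that behind the GSK126 spike-in list. The reduction was 4.33-fold in replicate 1 and 5.11-fold in replicate 2, or 4.72 ± 0.551-fold (SD, n = 2). It covers all human tags of a library, whereas the paper's box plots in Fig 5H cover tags in peaks. The value is set by the correction factor and the human tags of each library. It is therefore not an independent measure of the reduction that the paper reports. With the H2Av-region factors of S4 Table in place of the factors in the deposited lists, the reduction was 3.85 ± 0.493-fold, with 4.20-fold in replicate 1 and a smaller value in replicate 2. Part of the loss of islands comes from the smaller number of tags alone. The islands of one and the same GSK126 library covered 241 Mb in the standard list and 127 Mb in the spike-in list of replicate 1, and 189 Mb and 133 Mb in replicate 2. The paper states that spike-in material should be present in equal amounts in all samples, and uses D. melanogaster tag counts as the reference by which human tags are scaled. It proposes that the reduction after scaling matches what western blot and mass spectrometry data led it to expect.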

ChIP-seq data normalized using this strategy showed an approximate 4-fold reduction in H3K27me3 signal in CPI-360-treated cells and a 5-fold reduction in the H3K27me3 signal in GSK126-treated cells as compared to DMSO controls (Fig 5F and 5H), consistent with expectations based on western blot and mass spectrometry data. Importantly, these compound-induced H3K27me3 decreases were detected across multiple biological replicates (S8 Fig) but were not seen when standard analysis methods were employed.

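In the standard lists of PC9 cells, 26380 and 33341 H3K27me3 islands were found with DMSO in replicates 1 and 2, and 22124 and 22624 with GSK126. The log2 ratio of GSK126 to DMSO was −0.41 ± 0.22 for the number of islands and −0.33 ± 0.17 for the covered length (SD, n = 2). The covered length was 13.7% lower with GSK126 in replicate 1 and 26.9% lower in replicate 2. A GSK126 island of the same replicate overlapped 69.8 ± 11.5% of the DMSO islands (SD, n = 2). By score, this share was 31.5 ± 13.9% in the lowest-scoring of 4 equal groups and 99.7 ± 0.403% in the highest-scoring group. On 23 of 23 chromosomes, the covered length was lower with GSK126 in both replicates. Island number and covered length were thus lower with GSK126 at equal human tag number, by more than the SD between replicates but with only 2 replicates. They count the extent of islands and not the tags within peaks that Fig 5E, Fig 5H and S8 Fig show. H3K4me3 islands also covered less with GSK126 in the standard lists, by 16.9% and 6.99% in replicates 1 and 2. With spike-in normalization, the log2 ratio of covered length was −1.11 in replicate 1 and −1.18 in replicate 2, compared to −0.21 and −0.45 with standard normalization. Each replicate on its own showed a larger decrease with spike-in normalization. The GSK126 spike-in lists hold a random part of the tags of the same libraries, and removing tags alone lowered their covered length. The larger decrease is therefore largely set by the normalization and is not separate support for it.

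**Figure D3:**
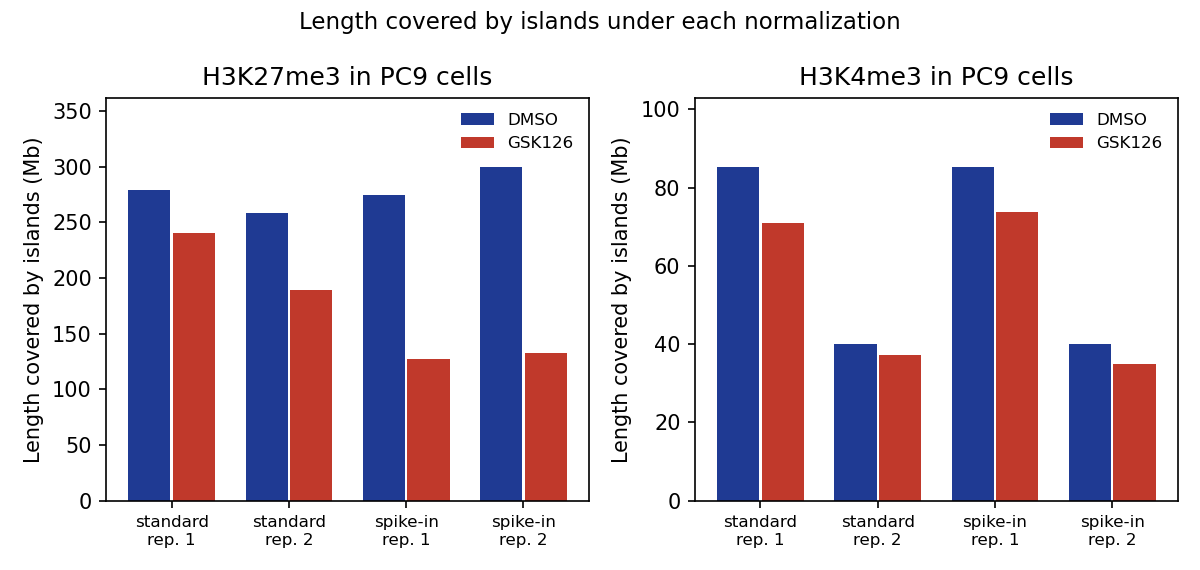
Length of the genome covered by islands in PC9 cells (vertical axis, Mb) for H3K27me3 (left) and H3K4me3 (right), by normalization and replicate. Each bar is 1 list, blue for DMSO and red for GSK126, and the H3K4me3 DMSO list of a replicate serves both normalizations. The H3K27me3 bars of GSK126 reach 127 Mb and 133 Mb in the spike-in lists, against 275 Mb and 299.7 Mb with DMSO.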

**Fig 5:**
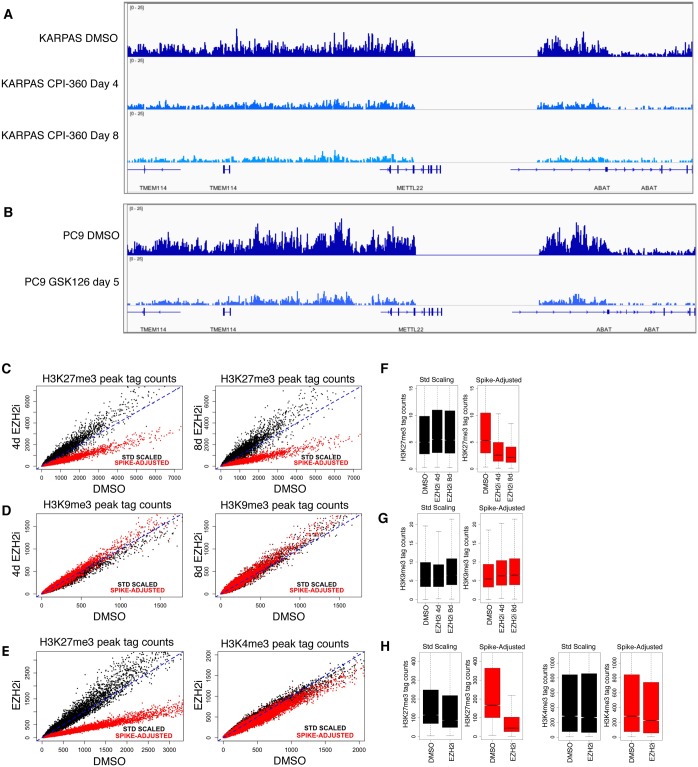
Spike-in normalization reveals the expected H3K27me3 decrease following EZH2 inhibition. **(A)** IGV browser image of spike-in normalized H3K27me3 ChIP-seq data from cells treated for 4 and 8 days with CPI-360. **(B)** Browser image of spike-in normalized H3K27me3 ChIP-seq data from cells treated for 5 days with GSK126. **(C)** Scatter plots representing the correlation of all H3K27me3 ChIP-seq peaks before and after CPI-360 treatment. Spike-in normalization dramatically decreases H3K27me3 signal in cells treated for 4 days and 8 days. (**D**) Scatter plots representing the correlation of all H3K9me3 ChIP-seq peaks before and after CPI-360 treatment. Spike-in normalization does not significantly affect H3K9me3 signal in cells treated with CPI-360 for 4 day and 8 days. (**E**) Scatter plots representing the correlation of all H3K27me3 and H3K4me3 ChIP-seq peaks before and after GSK126 treatment. Spike-in normalization dramatically decreases H3K27me3 signal in inhibitor treated cells but does not significantly affect H3K4me3 signal. **(F)** Box plots representing H3K27me3 ChIP-seq data sets from DMSO, 4 day and 8 day CPI-360 treated cells. (**G**) Box plots representing H3K9me3 ChIP-seq data sets from DMSO, 4 day and 8 day CPI-360 treated cells. **(H)** Box plots representing H3K27me3 and H3K4me3 ChIP-seq data sets from DMSO and GSK126 treated cells.

In order to verify that the normalization to *D*. *melanogaster* sequence tags does not artificially introduce changes in ChIP-seq signals, we performed control experiments with antibodies against modifications that are not expected to change in response to EZH2 inhibitor treatment. H3K4me3 and H3K9me3 ChIP-seq were performed in PC9 cells treated with GSK126 and in KARPAS-422 cells treated with CPI-360 as compared to DMSO controls. 

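H3K4me3 marks active promoters. The H3K4me3 experiment in PC9 cells consisted of 2 libraries with DMSO and 2 libraries with 1 μM GSK126 for 5 days, and the H3K9me3 experiment in KARPAS-422 cells was not analysed here. The authors deposited SICER islands called as for H3K27me3 but with a gap of 200 bp. The paper's S4 Table gives 23582443 and 4025976 human tags with DMSO in replicates 1 and 2, and 24212105 and 5410078 with GSK126. Replicate 2 thus had fewer tags than replicate 1 with either treatment. In both replicates the DMSO library had fewer human tags than the GSK126 library. Neither normalization removed tags from it, and a single DMSO list per replicate served both comparisons. The GSK126 spike-in lists had been called on 19717848 and 3499980 human tags, as read from the island scores, which were 83.6% and 86.9% of the tags with DMSO. The DMSO islands covered 85.2 Mb in replicate 1 and 40.0 Mb in replicate 2, and the shared length was 45.8% of the length covered in either (95% Wilson confidence interval from 45.6% to 45.9% over windows, counting error only). Of the length covered in replicate 2, 98.4% was also covered in replicate 1. The lower depth of replicate 2 may limit how many H3K4me3 islands it shows, but replicate 1 was not called at that depth to test this. Comparisons were made within each replicate.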

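In the H3K4me3 reactions from PC9 cells, S4 Table of the paper lists 2083314 and 536549 tags in H2Av regions with DMSO in replicates 1 and 2, and 2508150 and 826485 with GSK126. The ratio of GSK126 to DMSO was 1.20 in replicate 1 and 1.54 in replicate 2, or 1.37 ± 0.238 (SD, n = 2). Both ratios were above 1 and below both H3K27me3 ratios over the same regions. All D. melanogaster tags amounted to 18.1% and 22.4% of the tags of a library with DMSO and to 21.0% and 25.0% with GSK126. The factors read from the deposited H3K4me3 spike-in lists were 1.23 and 1.55.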

The *D*. *melanogaster* tag counts in these control ChIP-seq reactions were more evenly distributed across samples than in the H3K27me3 ChIP reactions (Fig 4B and 4D). As a result, normalization to *D*. *melanogaster* sequence tag counts did not significantly change the data sets and no significant changes between DMSO and inhibitor treated samples were detected (Fig 5D, 5E, 5G and 5H). Therefore, normalization to *D*. *melanogaster* tag counts does not introduce artificial differences but rather reveals changes that reflect the true biology of the samples. 

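In PC9 cells, 23875 and 18420 H3K4me3 islands were found with DMSO in replicates 1 and 2. The standard lists of GSK126 held 21629 and 17826 islands, and the spike-in lists held 19933 and 17304. With standard normalization, the log2 ratio of GSK126 to DMSO was −0.09 ± 0.07 for the number of H3K4me3 islands and −0.19 ± 0.11 for the covered length (SD, n = 2). With spike-in normalization, it was −0.18 ± 0.12 and −0.20 ± 0.01. The similar means of covered length hide shifts in opposite directions, since with spike-in normalization the decrease was smaller in replicate 1 and larger in replicate 2. In replicate 1, the GSK126 islands covered 70.8 Mb in the standard list and 73.6 Mb in the spike-in list, which holds fewer tags. Both lists come from the same library, so this shift is not biological. The small SD of 0.01 rests on it and is not a sign of close replicates. For the number of islands, the mean shifted between normalizations by more than the SD of the standard values, but by less than that of the spike-in values. The covered length was lower with GSK126 under either normalization in both replicates, by 16.9% and 6.99% in the standard lists and by 13.6% and 12.6% in the spike-in lists, and it was lower on each of 23 chromosomes. Of the H3K4me3 islands with DMSO, 87.2 ± 2.18% overlapped a GSK126 island of the standard list (SD, n = 2). For the spike-in lists, the share was 81.6% in replicate 1 and 87.0% in replicate 2, and its mean was lower than that of the standard lists by more than their SD.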

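At the genes used as controls in the paper, H3K4me3 islands were present with either treatment. Over GAPDH (chromosome 12, 6643678 to 6647540) and 2000 bp upstream, an island covered 100% with DMSO in both replicates, and 100% and 84.0% with GSK126 in the spike-in lists of replicates 1 and 2. Over ACTB (chromosome 7, 5566040 to 5603533) and 2000 bp upstream, H3K4me3 islands covered 53.1% and 34.4% with DMSO and 45.5% and 28.4% with GSK126. H3K27me3 islands covered 6.08% and 18.7% of the ACTB region with DMSO in the spike-in lists and none of it with GSK126. The loss was also present at equal tag number, with 7.09% and 14.7% covered with DMSO in the standard lists and none with GSK126. The ACTB region used here spans 39494 bp, whereas the paper's ChIP-qPCR control is the ACTB promoter. Where islands lie relative to that promoter was not examined, so these values of either mark do not bear on that control. No H3K27me3 island was found over GAPDH in any list. The 3 highest-scoring H3K4me3 islands of DMSO replicate 1 that were also found in replicate 2 lie on chromosome 8 from 144998201 to 145030000 (PLEC), on chromosome 8 from 145731201 to 145752400 (6 protein-coding genes, including RECQL4 and GPT) and on chromosome 14 from 103584801 to 103606000 (TNFAIP2). GSK126 islands of the spike-in lists covered 89.9% and 80.5% of the PLEC island, 100% and 90.6% of the island over RECQL4, and 90.6% and 61.3% of the island at TNFAIP2. In DMSO replicate 2, the covered share was 84.3% at PLEC, 98.1% at RECQL4 and 79.2% at TNFAIP2, so that it was lower with GSK126 at each of the 3 islands in this replicate. The paper reasons that H3K4me3 was not expected to respond to EZH2 inhibition and that its D. melanogaster tag counts were more even across samples than those of H3K27me3. From the small effect of the normalization on these data sets, it concludes that the normalization itself does not create differences.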

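The marks were compared through the log2 ratio of covered length between GSK126 and DMSO in PC9 cells. With spike-in normalization, the mean ratio of H3K27me3 was lower than that of H3K4me3 by 0.94. The SDs of the 2 marks combined, without the replicate pairing, gave 0.05. Within replicates, the difference was −0.90 in replicate 1 and −0.98 in replicate 2. Far more tags had been removed from the GSK126 libraries of H3K27me3 than from those of H3K4me3, and tag removal alone lowered the covered length of these H3K27me3 libraries. This difference is therefore largely set by the normalization and is not an independent measure of the marks. Both H3K27me3 ratios lay below both H3K4me3 ratios, and an exact permutation test over the 6 splits of the 4 ratios gave a two-sided p = 0.333, the smallest p-value that 2 ratios against 2 allow. With standard normalization, the difference between marks was −0.15 (combined SD without pairing 0.20), and the ratios of the marks overlapped (p = 0.667, exact permutation test, two-sided). Without replicate 2, this difference was 0.05 and without replicate 1 it was −0.35, so that its direction rested on replicate 2. In this permutation test, the number of replicates does not allow a p-value below 0.05 for either normalization.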

Taken together the data show that the *D*. *melanogaster* chromatin/H2Av antibody spike-in approach is an effective strategy that reveals the specific reduction in H3K27me3 ChIP-seq signal in response to EZH2 inhibitor treatment.

## Discussion

ChIP-seq has emerged as a widely used and powerful technology for the mapping of transcription factor binding sites and histone modification occupancy across the genome. Soon after the development of the technique significant resources were invested to systematically catalogue transcription factor binding sites and histone modification patterns across a number of cell types. Led by the ENCODE consortium this effort was first focused on mapping multiple marks in a diverse set of cell lines [30]. However, these efforts did not include drug exposures that would significantly alter the profiles within a given cell type. As the field matures, questions regarding dynamic global changes in occupancy upon manipulation of a specific cellular context have become more important. The focus on these more complex experimental models has led to the recognition of limitations in current ChIP-seq protocols and analysis methods [31]. For example, standard ChIP-seq analysis does not reveal comparative differences when looking at global changes in highly prevalent histone modifications, such as decreased H3K27me3 occupancy following treatment with EZH2 inhibitors.

The only reliable way to overcome bias that can be introduced at various stages of the ChIP-seq procedure is to add a known standard (i.e. spike-in) into all samples and determine if the standard is differentially affected during processing. Recently, ChIP-seq spike-in strategies have been described [8, 25] that are similar to the approach we describe herein. The published methods propose a small amount of human chromatin to be spiked into mouse chromatin IP reactions, or a small amount of *D*. *melanogaster* chromatin to be spiked into human chromatin IP reactions. These methods require the experimental ChIP antibody to immunoprecipitate both the test chromatin and the spiked-in reference chromatin and are therefore dependent on species cross-reactivity of the antibody. The approach we have developed uses *D*. *melanogaster* chromatin, which is not highly similar to human or mouse, resulting in definitive mapping of tags to the correct species. The addition of a second, *D*. *melanogaster*-specific antibody is a key differentiating feature of our approach, which increases robustness and versatility. We determined that the H2Av antibody is adequate for ChIP-seq normalization when added with the *D*. *melanogaster* reference chromatin. In this approach the experimental antibody does not need to cross-react with the reference chromatin providing a widely applicable normalization approach which has the potential to be applied to non-histone targets.

From a technical perspective the *D*. *melanogaster* chromatin spike-in is simple. ChIP protocols remain unchanged except for addition of the *D*. *melanogaster*-specific H2Av antibody and a small amount of *D*. *melanogaster* chromatin from a common stock. Library generation and DNA sequencing are performed as usual as is the mapping of human sequence tags. Normalization of human tags is based on differences in *D*. *melanogaster* tag counts using an approach to map tags uniquely to the pre-defined H2Av binding sites or the alternate approach of using all tags that uniquely map across the entire *D*. *melanogaster* genome. In the case of the H3K27me3 antibody, it recognizes both human and *D*. *melanogaster* chromatin. Thus, it is possible to re-analyze the data according to a previously published method [8] where normalization is based on *D*. *melanogaster* tag counts using only H3K27me3-specific regions of the *D*. *melanogaster* genome. Analysis of our data using this method resulted in a correction factor between DMSO and EZH2 inhibitor-treated samples that was similar to those obtained with our H2Av method (S3 and S4 Tables). These results validate our methodology and suggest that both methods are adequate for H3K27me3 normalization. However, the cross-reactivity of the H3K27me3 antibody may affect the total amount of precipitated *D*. *melanogaster* chromatin, and thus constitutes a potential liability (S5 Fig) which was addressed herein by normalizing to *D*. *melanogaster* ‘H2Av-only’ tag counts. 

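For H3K27me3 in PC9 cells, S4 Table of the paper lists 412057 and 660025 tags in D. melanogaster H3K27me3 regions with DMSO, and 1496421 and 2535810 with GSK126. The resulting factors were 3.63 in replicate 1 and 3.84 in replicate 2, which is 1.06 and 1.64 times the factors over H2Av regions. The factors read from the deposited spike-in lists lay between the factors of the H2Av and H3K27me3 regions in both replicates. The share of all D. melanogaster tags that fell into H3K27me3 regions was 34.7% with DMSO and 35.5% with GSK126 in replicate 1, and 34.2% and 38.5% in replicate 2. For H3K4me3, the factors over H3K27me3 regions were 1.28 and 1.56, or 1.06 and 1.01 times those over H2Av regions.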

Methods such as Orlando et al. critically depend on cross-reactivity of the experimental antibody and are potentially more prone to inadequate normalization since there is less opportunity to keep the amount of precipitated *D*. *melanogaster* chromatin constant. One may alleviate this concern by ensuring that the amount of the experimental antibody is always in excess, and thus always precipitates the maximum amount of reference chromatin. However, target abundance dictates the required amount of antibody needed and re-establishing appropriate antibody concentrations for each target is a time-consuming process and may be technically difficult. Additionally, antibody excess potentially increases background, which may influence data analysis and normalization.

While Orlando et al. mix human and *D*. *melanogaster* cells and process them jointly, our method uses individual chromatin preparations that are mixed using a defined amount of human and *D*. *melanogaster* chromatin at a ratio of approximately 40:1. We believe that this approach has several potential advantages: (1) One can prepare a large amount of *D*. *melanogaster* chromatin and avoid batch to batch variations that may arise from repeatedly growing *D*. *melanogaster* cells along with culturing human cells for a given experiment. (2) *D*. *melanogaster* and human cells behave differently during chromatin processing. For instance, different sonication conditions are used to adequately fragment chromatin from both species. Even for human cells, sonication conditions may vary depending on cell type. If human and *D*. *melanogaster* cells are mixed, the human cell-specific conditions may be inadequate for *D*. *melanogaster* cells. Processing the cells separately will ensure that the quality of the reference standard is independent of human cell processing conditions.

Ultimately, one of the major problems contributing to the inability of ChIP-seq to detect global changes in binding or histone PTM occupancy seemingly occurs at library generation. Our DNA quantitation data show that for inhibitor treated cells there is less DNA going into library generation protocols (S1 Table). However, library yields are similar and loci-specific qPCR amplification from the library shows that inhibitor induced reductions are no longer detectable. A seemingly obvious solution to this problem is to reduce PCR cycle numbers during the amplification of the library. Unfortunately, even if quantitative differences in libraries, which reflect the differences in pre-library ChIP DNA, are maintained they will be lost during cluster generation in preparation for sequencing. In short, when multiplexing multiple barcoded libraries in a single sequencing run, the goal of the researcher is to sequence approximately the same number of tags per library. Therefore, careful quantitation of the library is undertaken as to assure equal cluster density for each sample. This universally accepted practice results in the loss of global changes when comparing two ChIP-seq data sets, even if library yields accurately capture the differences. A similar phenomenon has also been discussed by Loven et al. in RNA-Seq experiments and reinforces the need to use spike-in controls in genome-wide applications such as ChIP-seq and RNA-seq.

When designing the spike-in approach we rationalized that the ideal number of *D*. *melanogaster* tags would be 1 million tags from a 50 million-tag experiment, assuming that the antibodies pull down a similar fraction of chromatin in each species. This number would be enough for reliable normalization but would not negatively impact the overall tag count from the experimental samples. The initial experiments contained 750 ng of *D*. *melanogaster* chromatin resulting in approximately 1.2 million *D*. *melanogaster* tags in untreated PC9 cells. However, in the first experiment in KARPAS-422 DMSO-treated cells, tag counts were only 102,000, well below the target of 1 million. In the second experiment we increased the amount of *D*. *melanogaster* spike-in chromatin to 3.7 μg in KARPAS-422 cells, resulting in *D*. *melanogaster* tag counts of 831,000. One of the reasons why more spike-in chromatin is required in KARPAS-422 cells than in PC9 cells to achieve adequate tag counts, is that KARPAS-422 cells harbor a mono-allelic mutation in EZH2 which leads to increased global H3K27me3 levels as compared to PC9. As a consequence, H3K27me3-enriched DNA from KARPAS-422 cells is more prominent in the final ChIP-DNA population, thus the ratio of ChIP DNA originating from the spike-in compared to ChIP DNA originating from H3K27me3 enriched human chromatin is lower than that from PC9 cells. Importantly, we observed that using antibodies against less abundant histone modifications or transcription factors in ChIP-seq reactions containing 750 ng of *D*. *melanogaster* chromatin may result in *D*. *melanogaster* tag counts exceeding 30% of the total tags in the final sequencing data set. Therefore, different contexts may require different amounts of *D*. *melanogaster* chromatin in order to achieve a reasonable number of *D*. *melanogaster* tags in the final data set. In summary, the amount of spike-in chromatin required to achieve 1 million *D*. *melanogaster* sequence tags varies depending on the cell type, the prevalence of the target and the quality of the experimental antibody.

In conclusion, the ChIP-seq spike-in method described here was designed to be a broadly applicable solution for ChIP-seq normalization. This method overcomes a challenging and persistent barrier to our understanding of the mechanisms by which drugs targeting epigenetic modifying proteins may exert their clinical effect. EZH2 inhibitors have been available to the research community for several years, yet comparative H3K27me3 ChIP-seq profiles from DMSO and EZH2 inhibitor-treated disease-relevant cell models have not been broadly explored. Our spike-in system and normalization strategy used with EZH2 inhibitor treated samples revealed global reductions in H3K27me3 ChIP-seq signal in inhibitor treated samples. We expect that the adoption of this ChIP-seq spike-in normalization approach or other similar strategies [25, 8] will reveal many more previously undetected differences in chromatin states and chromatin factor occupancy, thus adding to the power of ChIP-seq as a biology discovery tool.

## Supporting Information

S1 Fig EZH2 inhibition reduces global levels of H3K27me3 but not of other histone modifications. (A) Reduced global H3K27me3 levels were observed in PC9 cells treated with 1 μM of GSK126 for 5 days. Immunoprecipitation using anti-H3K27me3 followed by immunoblotting with anti-H3 shows reduced H3K27me3 levels in inhibitor-treated cells. (B) Mass spectrometry analysis of histone H3K27 and H3K9 methylation abundance in CPI-360-treated (0.625, 2.5 and 10 μM) KARPAS-422 cells compared to DMSO treated controls. (C) Mass spectrometry analysis of histone H3K27 and H3K4 methylation abundance in GSK126-treated (1 μM) PC9 cells compared to DMSO-treated controls. (D) The KARPAS DMSO samples from duplicate H3K27me3 ChIP-seq experiments were compared do demonstrate the consistency of the ChIP-seq protocol. The biological replicates display a correlation coefficient of 0.985. (E) The PC9 DMSO samples from duplicate H3K27me3 ChIP-seq experiments were compared do demonstrate the consistency of our ChIP-seq protocol. These biological replicates display a correlation coefficient of 0.998.
(PDF) Click here for additional data file.

S2 Fig Control histone modifications, H3K4me3 and H3K9me3, do not change following EZH2 inhibition. **(A)** ChIP-qPCR was performed using chromatin from KARPAS-422 cells treated with the EZH2 inhibitor CPI-360. H3K9me3 occupancy did not change at the ZNF274 and ZNF829 positive control genes after treatment. **(B)** ChIP-qPCR was performed using chromatin from PC9 cells treated with the EZH2 inhibitor GSK126. H3K4me3 occupancy did not change at the ACTB and GAPDH promoters after treatment.
(PDF) Click here for additional data file.

S3 Fig Titration of H3K27me3 antibody using different amounts of human chromatin. Different chromatin amounts (12 and 6 μg) were used in ChIP reactions with different anti-H3K27me3 antibody amounts (250–8000 ng). ChIP DNA was analyzed by qPCR at indicated promoters. Data is represented as mean enrichment from two independent experiments and qPCRs carried out in triplicate ±SD. A region in the *U6-5* gene was used as negative control for H3K27me3 occupancy. qPCR results showed that H3K27me3 occupancy is proportional to the amount of H3K27me3 antibody used in ChIP reactions within the tested range (250 ng to 8 μg antibody/ChIP).
(PDF) Click here for additional data file.

S4 Fig The H2Av antibody does not cross react with human chromatin in ChIP. Titration of H2Av and H3K27me3 antibodies with *D*. *melanogaster* **(A)** and human **(B)** chromatin. Antibody amounts used in ChIP reactions are indicated below the graphs. Chromatin amounts of 2.85 μg of *D*. *melanogaster* and 12 μg of human chromatin were used in each ChIP-reaction. ChIP DNA was analyzed by qPCR at indicated gene promoters. Data is represented as mean enrichment from two independent experiments and qPCRs carried out in triplicate ±SD. *DUntr3L* was used as negative control for H2Av occupancy. Results showed an antibody concentration-dependent increase of both H2Av and H3K27me3 occupancy at indicated *D*. *melanogaster* promoters. In ChIP reactions containing human chromatin, an antibody concentration-dependent increase in H3K27me3 at indicated human promoters was detected while H2Av ChIPs did not result in enrichment over background. **(C)** H2Av ChIP-seq data from reactions containing chromatin from only the *D*. *melanogaster* S2 cell line. The 13 million base pair region depicted shows hundreds of peaks detected on chromosome 2R. **(D)** H2Av ChIP-seq data from a reaction containing chromatin from only the human cell line PC9. Depicted are 95 million base pairs from human chromosome 5. The H2Av antibody does not cross react with human chromatin therefore no peaks are detected.
(PDF) Click here for additional data file.

S5 Fig ChIP-qPCR validation of the spike-in strategy. Chromatin from DMSO or CPI-360 treated KARPAS-422 cells were mixed with *D*. *melanogaster* S2 chromatin for H3K27me3/H2Av ChIP. qPCR at different human and *D*. *melanogaster* genomic loci was performed to evaluate enrichment. U6-5 promoter was selected as the H3K27me3 negative locus in KARPAS-422 cells. CPI-360 treatment resulted in a significant decrease in H3K27me3 signal at human genes and slightly increased enrichment of *D*. *melanogaster* genes. Data represent the mean of three ChIP experiments with qPCR carried out in triplicates ±SEM. *Wilcoxon signed rank test.
(PDF) Click here for additional data file.

S6 Fig *D*. *melanogaster* tag counts from H3K27me3 ChIP-seq, replicate 2. H2Av bound regions of the *D*. *melanogaster* genome were determined using the H2Av antibody in ChIP-seq reactions containing *D*. *melanogaster* S2 or OSS chromatin. *D*. *melanogaster* tags from ChIP-seq spike-in reactions were mapped only to these pre-defined H2Av regions. The trends in this replicate are similar to those shown in Fig 4. **(A)** H3K27me3 ChIP-seq reactions using *D*. *melanogaster* spike-in in KARPAS-422 cells results in an increase in *D*. *melanogaster* tags mapping in CPI-360 treated cells both at 4 days and 8 days after treatment. **(B)** H3K27me3 ChIP-seq reactions using *D*. *melanogaster* spike-in in PC9 cells results in an increase in *D*. *melanogaster* tags mapping in GSK126 treated cells.
(PDF) Click here for additional data file.

S7 Fig *D*. *melanogaster* tag counts based on mapping across the entire *D*. *melanogaster* genome. Elevated *D*. *melanogaster* tag counts are observed in EZH2 inhibitor treated samples in H3K27me3 ChIP-seq spike-in reactions when using tags mapped across the entire *D*. *melanogaster* genome. Data is similar to the strategy of mapping to only the pre-defined H2Av regions that is presented in fig 4. **(A)** H3K27me3 ChIP-seq spike-in reactions using S2 *D*. *melanogaster* chromatin in KARPAS-422 cells. **(B)** H3K9me3 ChIP-seq spike-in reactions using S2 *D*. *melanogaster* chromatin in KARPAS-422 cells. **(C)** H3K27me3 ChIP-seq spike-in reactions using OSS *D*. *melanogaster* chromatin in PC9 cells. **(D)** H3K4me3 ChIP-seq spike-in reactions using OSS *D*. *melanogaster* chromatin in PC9.
(PDF) Click here for additional data file.

S8 Fig Biological replicates show similar effects of spike-in normalization on ChIP-seq data. **(A)** Chromatin from DMSO or CPI-360-treated KARPAS-422 cells and **(B)** chromatin from DMSO or GSK126-treated PC9 cells were mixed with *D*. *melanogaster* S2 and OSS chromatin respectively for H3K27me3/H2Av and H3K4me3/H2Av ChIPs. ChIP-seq was carried out on a biological replicate distinct from the experiment shown in Fig 5C and 5E. A significant decrease in H3K27me3 signal was detected using spike-in adjusted (SPIKE ADJUSTED; red) but not with standard (STD SCALED; black) normalization methods. The relative reduction of H3K27me3 signal varies across biological replicates (compare Fig 5C with S8A Fig and Fig 5E with S8B Fig) which likely reflect differences in how frequently the cells replicate within a given treatment period.
(PDF) Click here for additional data file.

S9 Fig Uncropped images of blots for CPI-360-treated cells. (PDF) Click here for additional data file.

S10 Fig Uncropped images of blots for GSK126-treated cells. (PDF) Click here for additional data file.

S1 Methods (DOCX) Click here for additional data file.

S1 Table Total DNA mass precipitated from H3K27me3 ChIP reactions. ChIP DNA was quantified using Qubit fluorometric quantitation. Total immunoprecipitated DNA mass and fold change after EZH2 inhibitor treatment are presented.
(PDF) Click here for additional data file.

S2 Table Summary of ChIP-seq library yields. ChIP-seq libraries were PCR amplified for 15 cycles. ChIP-seq library yields were measured using a NanoDrop spectrophotometer. Yields within groups of treated and untreated cells were similar.
(PDF) Click here for additional data file.

S3 Table Correction factors for EZH2-inhibitor treated versus DMSO treated ChIP-seq samples. Normalization factors were calculated based on tags mapping to the entire dm3 genome (168,736,537 bp), H2Av peak regions (15,942,729 bp) or H3K27me3 peak regions (34,740,761 bp). Normalization factors were calculated from two independent ChIP-seq spike-in campaigns (replicate 1, 2). For KARPAS-422 cells, H3K27me3 ChIP-seq was carried out on cells that were treated with DMSO or 1.5 μM CPI-360 for 8 days and H3K9me3 ChIP-seq from cells treated for 4 and 8 days. For PC9 cells, H3K27me3 and H3K4me3 ChIP-seq was carried out on cells that were treated with DMSO or 1 μM GSK126 for 5 days. Numbers represent the ratio of human (top) and *D*. *melanogaster* (bottom) reads in treated versus control samples.
(PDF) Click here for additional data file.

S4 Table ChIP sequencing tag numbers and correction factor calculations. (XLSX) Click here for additional data file.

# Supplementary material for: An Alternative Approach to ChIP-Seq Normalization Enables Detection of Genome-Wide Changes in Histone H3 Lysine 27 Trimethylation upon EZH2 Inhibition
**Source:** PLoS One. 2016 Nov 22;11(11):e0166438. doi: 10.1371/journal.pone.0166438
**Supplement:** S1 Methods

**Supporting Information**

**Supporting Methods**

**Immunoprecipitation (IP) and Western Blot**

Immunoprecipitations were performed with nuclear extracts from DMSO or GSK126 treated PC9 cells using the Nuclear Complex Co-IP kit (Active Motif #54001) as described in manufacturer’s instructions. Briefly, cells were resuspended in 1x hypotonic buffer, incubated on ice for 15 minutes, then centrifuged at 14000x rpm for 30 seconds following addition of detergent. Nuclear pellets were resuspended in buffer (0.5 M NaCl, 0.1% SDS, 1% Triton) and sonicated for 30 cycles of 20 seconds ON and 30 seconds OFF. KARPAS-422 cell extracts were prepared from each of the cell lines by first separating the cytoplasmic fraction using buffer A (10 mM Tris [pH 7.9], 1.5 mM MgCl_2_, 10 mM KCl, 25 mM NaCl, 0.5 mM DTT, 0.2 mM PMSF), and protease inhibitors. The nuclear fraction was subsequently isolated using buffer B (25mM HEPES, 1 M NaCl, 20% glycerol, 1.5 mM MgCl_2_, 0.1 mM EDTA, 0.5 mM DTT, 0.5 mM PMSF), and protease inhibitors. Finally, the two fractions were mixed to obtain complete cell extracts. For immunoprecipitations, extracts were incubated with a rabbit monoclonal H3K27me3 antibody raised against a synthetic peptide corresponding to the N-terminus of histone H3 and containing a tri-methylated lysine 27 (Cell Signaling, #9733*)* and incubated overnight at 4 °C by end-over-end rotation. Protein A sepharose beads (GE Healthcare) were added for an additional 90 minutes at 4 °C. Beads were washed two times with IP low salt buffer followed by three washes with IP high salt buffer for 10 minutes each. Proteins were eluted off the beads by incubation at 95 °C for 5 minutes in presence of 1x SDS-PAGE loading buffer. Proteins were analyzed by gel electrophoresis followed by western blotting using a rabbit monoclonal antibody raised against the C-terminus of histone H3 (Cell Signaling #4499). For Western blots, lysates were run using 4-12% Bis tris gels (Invitrogen). 10 µg of extract was loaded per lane. H3K27me3 (Cell Signaling, #9733) and H3 (Cell Signaling, #4499) antibodies were used at a 1:1000 dilution in TBS-T. Incubation with primary antibodies was carried out overnight and with secondary antibodies (IR-dye, Thermo) for 1 h at RT. Odyssey CLx Infrared Imaging System (LI-COR Biosciences) was used for immune-signal detection.

**Histone Protein Mass Spectrometry**

For SILAC experiments, KARPAS-422 cells were seeded at 0.5x10^6^ cells/ml in RPMI-1640 without L-arginine or L-lysine, supplemented with L-arginine at 200 mg/L, L-lysine hydrochloride 12C (light) or 13C (heavy) at 40 mg/L, 10% FBS (HyClone), and antibiotics (Invitrogen). Cells were passaged 5 times before proceeding, at which point they were re-seeded as above. Cells in heavy media were treated with 0.1% DMSO, and cells in light media were treated with 0.625, 2.5, or 10 μM CPI-360 for 4 days before harvesting. 2 million DMSO-treated heavy conditioned cells were mixed with 2 million CPI-360 light conditioned cells in same tube, pelleted by centrifugation at 500 x g for 2 minutes, washed in PBS, and re-pelleted. Cells were snap frozen and stored at -80 °C until further processing. For all cell pellets to be analyzed by mass spectrometry the histone isolation was performed using EpiQuik kit (Epigentek; Farmingdale, NY) per instructions. Resultant soluble histone protein was precipitated using 20% TCA for 3 hrs on ice. After isolation the histones were propionylated (Sigma, St. Louis, MO) as previously described [1] to block free amines on the histone proteins and then treated with trypsin (Promega, Madison, WI) for overnight digestion. After digestion, resultant peptides were subjected to derivatization using phenyl isocyanate (Sigma; St. Louis, MO; submitted). Each sample was desalted via Stage Tip prior to mass spectrometric analysis. Peptides were resuspended in 0.1% formic acid and analyzed by direct online injection into a QExactive mass spectrometer (Thermo Scientific). Chromatographic separation was performed over a gradient of 0-55% acetonitrile containing 0.1% formic acid over 55 minutes on a 75 µm x 25 cm analytical column packed with MAGIC C18 3µm packing material with a flow rate of 300nl/min. Survey scans were acquired in the range of m/z 300-1750 at 70,000 resolution with poly dimethylcyclosiloxane from ambient air (m/z 445.120025) as a lock mass [2] and an AGC setting of 1e^6^. For each cycle, the 10 most intense ions were fragmented using HCD at energy of 27 with an AGC setting of 5e^4^, resolution of 17,500 and predicted charge state of z=2. The isolation width was 1.6m/z and dynamic exclusion was set to 20 sec. Masses for each form of the H3.1 27-40 peptide were identified and the location of any modifications was determined by interrogation of MS/MS scans. Heavy labeled peptides from the DMSO sample were also identified in each analysis. After all peptide species were identified in the mass spectrometric data, the AUC values were used to calculate the relative amounts of each modification state present in the sample. Additionally, AUC values for peptides containing an individual modification, were summed and graphed to determine the overall changes occurring to the modification.

**ChIP-qPCR**

Real-time PCR analysis was performed on Roche Light Cycler 480 II with the use of UPL probes (Roche Applied Science), SYBR green (Fast SYBR Green Master Mix, Applied Biosystems #438612) or SYBR Green Supermix (Bio-Rad). Each PCR reaction was performed in triplicate. Data were generated from two independent ChIP experiments. Signal intensity value for each sample was calculated from the average of the two experiments. *MYT1* and *ACTB* primers were from Active Motif (#71007 and #71023). qPCR Primer sets used in supplemental figures were:

*ABAT*: F: GCTGAACTCTTTCTCTGCCTTTA R: GCGATCACCAAGTCCTCATAA (UPL 58),

*APOL1*: F: GGTCTCAGGCTGCTCCTCTA R: CCCTCCACCTTCAGTCCAG (UPL 74),

*EPB41L1*:F:CCTTAGTTTGTGTAAGTCCTTGGAG R:AAGTGAGCAGCTGAGAACATAAGA (UPL 4),

*FBXO39*: F: TTTTGAGCCCCAAGTTCG R: ATGTGCAGAGGGCGAGAC (UPL 81),

*MPEG1*: GCCTAACAGGTAGCTATCCTAATTTTT R: GTGTGGGGTCGGGATTTT (UPL 20),

*U6-5*: F: ATACCTGGCATATGTTAGGCACTC R: TTGTCAAGACTTCTTTGCGTTTGAG (UPL 147),

*CG5276:* F: CGCCTTCGTACTCGTCCTAC R: GACCACCATTGTCCAGACTC,

Ebi: F:GACGACAATTCGCTTTAAGAATTT R: CGGAAATTTATTAGCCATAAAAACA

Dys: F:TGCCGAAAAAGGAAAAACTG R: CGTGTTGTTGGGAAGCCTAC

*Nos*: F: TGAGCCAAACTCTAACCTGCT R: GATCGCGCCTGTCTCTTC,

Mer: F: ACAGGGATCGGTTTTTCTTG R: TTGCATCTAACGCATCACATC

*Pbgs*: F: CTCCTTCAGGCGATTCAGTC R: TATCCGGTGTTCATCGTGAG,

*Slo*: F: TGAATTCGCCTTGTCTTGG R: GTCAGTACGGGCGACAAACT,

Untr3L: F:CGCCTTCGTACTCGTCCTAC R: GACCACCATTGTCCAGACTC

The resulting signals were normalized according to the ChIP-IT qPCR Analysis Kit (Active Motif #53029).

**Supporting Information References**

1. Garcia BA, Mollah S, Ueberheide BM, Busby SA, Muratore TL, Shabanowitz J et al. Chemical derivatization of histones for facilitated analysis by mass spectrometry. Nat Protoc. 2007;2(4):933-938.
2. Olsen JV, de Godoy LM, Li G, Macek B, Mortensen P, Pesch R et al. Parts per Million Mass Accuracy on an Orbitrap Mass Spectrometer via Lock Mass Injection into a C-trap. Molecular & Cellular Proteomics. 2005;4(12):2010-2021.

# Supplementary material for: An Alternative Approach to ChIP-Seq Normalization Enables Detection of Genome-Wide Changes in Histone H3 Lysine 27 Trimethylation upon EZH2 Inhibition
**Source:** PLoS One. 2016 Nov 22;11(11):e0166438. doi: 10.1371/journal.pone.0166438
**Supplement:** S1 Table — ChIP DNA was quantified using Qubit fluorometric quantitation. Total immunoprecipitated DNA mass and fold change after EZH2 inhibitor treatment are presented.

| <b>H3K27me3</b>            | Total ng | DMSO/inhibitor<br>Fold change |
|----------------------------|----------|-------------------------------|
| Karpas-422 8 days, DMSO    | 12.0     |                               |
| Karpas-422 4 days, CPI-360 | 3.0      | 4.0                           |
| Karpas-422 8 days, CPI-360 | 2.4      | 5.0                           |
|                            |          |                               |
| PC9 5 days, DMSO           | 0.84     |                               |
| PC9 5 days, GSK126         | 0.21     | 3.9                           |
|                            |          |                               |

# Supplementary material for: An Alternative Approach to ChIP-Seq Normalization Enables Detection of Genome-Wide Changes in Histone H3 Lysine 27 Trimethylation upon EZH2 Inhibition
**Source:** PLoS One. 2016 Nov 22;11(11):e0166438. doi: 10.1371/journal.pone.0166438
**Supplement:** S2 Table — ChIP-seq libraries were PCR amplified for 15 cycles. ChIP-seq library yields were measured using a NanoDrop spectrophotometer. Yields within groups of treated and untreated cells were similar.

| Sample                         | Antibody | Library yield [ng] |
|--------------------------------|----------|--------------------|
| KARPAS-422 DMSO 8 days         | H3K27me3 | 90                 |
| KARPAS-422 4 days CPI360       | H3K27me3 | 76                 |
| KARPAS-422 8 day CPI-360       | H3K27me3 | 79                 |
|                                |          |                    |
| KARPAS-422 DMSO 8 days         | H3K9me3  | 101                |
| KARPAS-422 4 days CPI360       | H3K9me3  | 96                 |
| KARPAS-422 8 day CPI-360       | H3K9me3  | 99                 |
|                                |          |                    |
| KARPAS-422 DMSO 8 days, rep2   | H3K27me3 | 87                 |
| KARPAS-422 4 days CPI360, rep2 | H3K27me3 | 84                 |
| KARPAS-422 8 day CPI-360, rep2 | H3K27me3 | 91                 |
|                                |          |                    |
| PC9 control cells              | H3K27me3 | 71                 |
| PC9 EZH2 inhibitor             | H3K27me3 | 64                 |
|                                |          |                    |
| PC9 control cells              | H3K4me3  | 25                 |
| PC9 EZH2 inhibitor             | H3K4me3  | 32                 |
|                                |          |                    |
| PC9 control cells, rep2        | H3K27me3 | 67                 |
| PC9 EZH2 inhibitor, rep2       | H3K27me3 | 60                 |
|                                |          |                    |
| PC9 control cells, rep2        | H3K4me3  | 63                 |
| PC9 EZH2 inhibitor, rep2       | H3K4me3  | 61                 |

# Supplementary material for: An Alternative Approach to ChIP-Seq Normalization Enables Detection of Genome-Wide Changes in Histone H3 Lysine 27 Trimethylation upon EZH2 Inhibition
**Source:** PLoS One. 2016 Nov 22;11(11):e0166438. doi: 10.1371/journal.pone.0166438
**Supplement:** S3 Table — Normalization factors were calculated based on tags mapping to the entire dm3 genome (168,736,537 bp), H2Av peak regions (15,942,729 bp) or H3K27me3 peak regions (34,740,761 bp). Normalization factors were calculated from two independent ChIP-seq spike-in campaigns (replicate 1, 2). For KARPAS-422 cells, H3K27me3 ChIP-seq was carried out on cells that were treated with DMSO or 1.5 μM CPI-360 for 8 days and H3K9me3 ChIP-seq from cells treated for 4 and 8 days. For PC9 cells, H3K27me3 and H3K4me3 ChIP-seq was carried out on cells that were treated with DMSO or 1 μM GSK126 for 5 days. Numbers represent the ratio of human (top) and D. melanogaster (bottom) reads in treated versus control samples.

| Cell lines                                                                    | KARPAS-422 |       |         |       | PC9      |       |         |       |
|-------------------------------------------------------------------------------|------------|-------|---------|-------|----------|-------|---------|-------|
| Antibodies                                                                    | H3K27me3   |       | H3K9me3 |       | H3K27me3 |       | H3K4me3 |       |
| replicate                                                                     | 1          | 2     | 1       | 2     | 1        | 2     | 1       | 2     |
| Ratio of human reads from DMSO and EZH2 inhibitor treated samples             |            |       |         |       |          |       |         |       |
| All tag counts                                                                | 0.342      | 0.278 | 1.228   | 1.051 | 0.231    | 0.196 | 0.836   | 0.869 |
| H2Av peaks                                                                    | 0.333      | 0.236 | 1.187   | 1.091 | 0.238    | 0.286 | 0.853   | 0.872 |
| H3K27me3 peaks                                                                | 0.329      | 0.311 | 1.326   | 0.967 | 0.226    | 0.174 | 0.803   | 0.860 |
| Ratio of <i>Drosophila</i> reads from DMSO and EZH2 inhibitor treated samples |            |       |         |       |          |       |         |       |
| All tag counts                                                                | 4.188      | 3.362 | 0.975   | 0.837 | 3.550    | 3.413 | 1.228   | 1.546 |
| H2Av peaks                                                                    | 4.297      | 3.962 | 1.009   | 0.806 | 3.442    | 2.339 | 1.204   | 1.540 |
| H3K27me3 peaks                                                                | 4.343      | 3.010 | 0.903   | 0.910 | 3.632    | 3.842 | 1.279   | 1.562 |

How the deposited data were processed for this re-analysis (not part of the article)

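The data were island lists from ChIP-seq in PC9 cells, a human lung adenocarcinoma cell line, treated with DMSO or with 1 μM GSK126 for 5 days. There were 8 libraries, 2 for each treatment of H3K27me3 and 2 for each treatment of H3K4me3, and 14 lists. Each H3K27me3 library had a list for the standard and for the spike-in normalization, and so did each H3K4me3 library with GSK126, whereas each H3K4me3 library with DMSO had a single list. Antibody and treatment were taken from the sample labels. Replicate numbers were taken from the paper's S4 Table, which names each library. KARPAS-422 data and tag-level data were not analysed here.

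The authors aligned 50-nt single-end tags to hg19 (GRCh37) and to dm3 with BWA, removed duplicates, and kept uniquely mapped tags. They removed human tags at random, either to the number in the smaller library of a replicate or by the correction factor from D. melanogaster tags, and then called islands for each library with SICER against a random background, with an E-value of 1, windows of 200 bp and gaps of 600 bp for H3K27me3 and 200 bp for H3K4me3. The score deposited for each island is the sum over its windows of the negative natural log of the Poisson probability of the tag count, and it depends on the number of tags in the library. The scores were therefore not compared between lists, apart from the alternative with a common score floor.

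From the lists, the number of islands, the covered length, the overlap between lists and the share of DMSO islands that overlapped a GSK126 island by at least 1 bp were computed with Python 3.11.15 and NumPy 2.4.6. Ratios were formed within a replicate and are given on the log2 scale. The difference between the marks was tested by an exact permutation test over 6 splits. Wilson intervals are at 95% over windows and cover counting error only; neighbouring windows are not independent. Genes were taken from the GENCODE annotation mapped to GRCh37, with 2000 bp upstream added. The genes named are those that the paper names for PC9 ChIP-seq or ChIP-qPCR, and the islands named are the 3 highest-scoring of DMSO replicate 1, for each mark, that overlapped an island of DMSO replicate 2. This rule was set before the data were examined.

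The tag density behind each list was fitted from the scores of islands of 1 or 2 windows with SciPy 1.17.1. It was converted to a tag number with the mappable genome length that the lists of known tag number gave. The fit was tested on simulated data, where the largest error over 4 simulated lists was 1.6e-09%. The overlap, coverage and stratified comparisons were tested on 30000 simulated islands, where the stratified difference was recovered to within 0.577 percentage points. The minimum number of tags that a window needed to count was checked by computing the lowest island score that each minimum would give. The largest difference from the observed lowest score was 0.123 over the 14 lists, and the next-best minimum was at least 3.65 away. The plots were drawn with Matplotlib 3.10.9.

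Depth differed between libraries. Human tags in the paper's S4 Table ranged from 4025976 to 30975187 per library, with the lowest in H3K4me3 replicate 2. The lists hold islands and not counts in every window, so no interval for tag numbers at an island was computed. With 2 replicates, no comparison of treatments can reach a p-value below 0.5 in an exact sign-flip test, and the spread between replicates is given instead.

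Alternatives set before the data were examined were a stricter threshold (a score at least 2 times the lowest score of the list), a common score floor, autosomes only, a minimum island length of 2000 bp for H3K27me3 and 600 bp for H3K4me3, an overlap of at least 50% of the DMSO island, leaving out each replicate, and leaving out the replicate pairing. For H3K27me3, the GSK126 spike-in lists were also compared with the DMSO lists of the standard normalization. Replicates are paired because the authors removed tags within each replicate.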

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

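Across 23 results, 126 values were recomputed under alternatives that were all set before the data were examined. Of these, 24 moved by more than the SD between replicates (for the overlap of replicates, by more than the counting error), 2 changed sign, and 100 did neither. The difference between marks was judged only by its sign and p-value, and the number of chromosomes only by its size. By island number in place of covered length, the mean number of chromosomes lower with GSK126 was 22.5 of 23 for H3K27me3 in the standard lists. For H3K4me3 it was 21.5 in the standard and 22.5 in the spike-in lists, and for H3K27me3 in the spike-in lists it stayed at 23. All 58 log2 ratios of island number and covered length under the alternatives stayed below 0. For results that changed, the cause was not tested unless stated.

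With the stricter threshold, the log2 ratio of H3K27me3 covered length in the spike-in lists was −1.20, the share of DMSO H3K4me3 islands retained was 91.7% in the standard and 88.8% in the spike-in lists, the overlap of DMSO replicates was 73.2% for H3K27me3 and 46.7% for H3K4me3, and the ratio of gained H3K4me3 islands inside to outside H3K27me3 islands was 3.66. With the common score floor, the spike-in log2 ratios were −1.24 for H3K27me3 island number, −1.24 for H3K27me3 covered length and −0.19 for H3K4me3 covered length, and 32.0% of DMSO H3K27me3 islands were retained. The DMSO list of the standard normalization gave −0.72 for H3K27me3 island number, −1.05 for covered length and 44.9% retained.

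Requiring an overlap of at least 50% of the DMSO island, by construction, lowered the retained share to 26.6% for H3K27me3 in the spike-in lists and 84.1% for H3K4me3 in the standard lists, and the gap in retention between the highest-scoring and lowest-scoring of 4 groups to 64.0 percentage points. With the standard lists, this gap was 68.2 points. The overlap of H3K27me3 DMSO replicates was 71.9% on autosomes and 73.6% in the spike-in lists. Counted as islands that overlapped by at least 1 bp, it was 86.7% for H3K27me3 and 83.5% for H3K4me3, and by at least 50% of their length 81.0% and 71.6%.

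Without the replicate block, that is with islands of the other replicate for retention, 82.1% of DMSO H3K4me3 islands were retained in the standard lists. The other 11 values without pairing moved by less than the SD. Leaving out replicate 2 changed the sign of the difference between marks with standard normalization, which ranged from −0.35 without replicate 1 to 0.0541 without replicate 2. The other 13 results recomputed in this way kept their sign. With 2 replicates, each lies within 1 SD of their mean by construction, so that only the sign is informative here. With spike-in normalization, the difference between marks moved to −0.99 with the stricter threshold and to −1.05 with the common score floor. Both shifts exceeded the combined SD, which leaves out the replicate pairing, and the p-value did not change. The difference in retention between H3K27me3 islands with and without H3K4me3, which was −0.01 ± 2.27 points within strata of score and length, was 19.8 points without strata.

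Depth limits the H3K4me3 results of replicate 2, whose DMSO library held 4025976 human tags.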

Differences from the paper's values

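Among the comparisons with the paper, the test of the correction factor read from the lists was chosen after the result was seen. The paper's text gives a coverage of at least 25 M (mega) tags per ChIP-seq sample. The human and D. melanogaster tags listed in S4 Table sum to 5.19 M for H3K4me3 with DMSO in replicate 2 and to 7.21 M with GSK126 in replicate 2. These are uniquely mapped tags after removal of duplicates, and sequenced tags were not analysed here. None of the alternatives set before the data were examined applies to tag numbers. In 4 of 8 libraries the sum was below 25 M.

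The paper states that the correction factors came from D. melanogaster tags in H2Av regions. In the deposited spike-in lists of H3K27me3, the factor read from the tag density was 3.41 in replicate 2, whereas the H2Av-region factor of S4 Table is 2.34 and the factor of all dm3 alignments is 3.41. The legend of Fig 3 describes counting all tags that map to the D. melanogaster genome.

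The paper defines the correction factor as DMSO tags over inhibitor tags. S4 Table lists the inverse, 3.44 for H3K27me3 replicate 1 over H2Av regions, where DMSO over inhibitor tags gives 0.291.

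The paper states that the decrease in H3K27me3 was not seen with standard analysis. In the standard lists, the covered length was 13.7% and 26.9% lower with GSK126 in replicates 1 and 2. The covered length of the control mark H3K4me3 was also lower in its standard lists, by 16.9% and 6.99%. The decrease was thus larger for H3K27me3 only in replicate 2, and it does not show a loss specific to H3K27me3. The measures are not the same, since the paper compares tag counts on peaks and the lists give the extent of islands.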

Other observations

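The tests of the window minimum, of the H2Av-region factor, of calls shared between replicates, of high-scoring islands without a DMSO counterpart and of regions taken from the other replicate were chosen after the result was seen. The limits by which a value was judged large or small were also set after the values were known, except in the last 2 of these tests.

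In 2 of 6 libraries that had 2 lists, the islands covered more of the genome in the list with fewer tags. H3K27me3 DMSO replicate 1 rose from 275 Mb at 22030016 tags to 279 Mb at 18059838 tags, while its islands fell in number from 35901 to 26380. H3K4me3 GSK126 replicate 1 rose from 70.8 Mb to 73.6 Mb. SICER needs a whole number of tags in a window for it to count, and this minimum drops in steps as tags are removed. In both libraries it dropped by 1 tag, from 4 to 3, and the share of random windows that pass the minimum rose at least 1.79 times. In the other 4 libraries, the covered length fell. The minimum dropped in 3 of these as well, from 5 to 4, from 3 to 2 and from 4 to 2, but the share of random windows that pass changed only by factors from 0.364 to 1.06. A drop of the minimum alone thus does not go with a rise. A candidate explanation for the rise in covered length is the larger share of random windows that pass, and it rests on 2 libraries. No biological explanation applies, since both lists come from the same library. Comparisons between lists at different depth therefore include steps of this kind.

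The H3K27me3 spike-in list of GSK126 replicate 2 held fewer human tags than the H2Av-region factor of S4 Table gives. The factor read from the list was 3.41 in that replicate, which argues against the H2Av-region factor as the one applied and equals the factor from all dm3 alignments to within 0.0011%.

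At equal human tag number, H3K27me3 islands were fewer and covered less of the genome with GSK126. It was asked whether only weak islands next to the score threshold were lost. At equal tag number, 31.5% of the lowest-scoring and 99.7% of the highest-scoring of 4 equal groups of DMSO islands were retained, which goes with a loss of weak islands. The intermediate groups retained 74.2% and 96.1% in replicate 1, but 44.2% and 81.4% in replicate 2, so that the loss also reached these groups. With the stricter threshold, the log2 ratio of covered length was −0.17 and −0.39 in replicates 1 and 2, and the decrease remained. In regions that scored high with both treatments in the other replicate, the log2 ratio of covered length had a mean of −0.0658 ± 0.0832 (SD, n = 2). Islands covered 98.1% of these regions with DMSO and 97.7% with GSK126 in replicate 1, and 93.4% and 85.6% in replicate 2. Regions that had lost their islands with GSK126 in the other replicate were left out by this choice, so that the test leans toward no loss and decides nothing. Loss of weak islands next to the threshold as the whole cause cannot be told apart from a decrease that reaches strong regions, and the choice of regions and the 2 replicates keep this open. A lower signal over background in the GSK126 libraries, from less H3K27me3 or from the reaction itself, stays open and was not tested, because the lists give no tag counts outside islands. H3K4me3 islands also covered less of the genome at equal tag number.

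DMSO H3K27me3 islands that also held an H3K4me3 island were retained with GSK126 more often than the others in the spike-in lists, by 16.4 and 23.1 percentage points in replicates 1 and 2. Islands with H3K4me3 had higher scores (median 183 against 102 in replicate 1, 260 against 117 in replicate 2). Within strata of score and length the mean difference was -0.0125 percentage points, with −1.62 in replicate 1 and 1.59 in replicate 2. The values are consistent with higher score and length of islands with H3K4me3 as the source of the difference. The hypothesis that H3K4me3 itself goes with retention found no backing beyond score and length.

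H3K4me3 islands found with GSK126 and not with DMSO were more frequent inside DMSO H3K27me3 islands than outside. In the standard lists, 11.3% and 21.1% of GSK126 H3K4me3 islands inside H3K27me3 islands had no DMSO counterpart in replicates 1 and 2, against 3.35% and 7.08% outside, a ratio of 3.18 ± 0.29 (SD, n = 2). The paper does not report this comparison. Among GSK126 islands with a score at least 2 times the lowest of their list, set against all DMSO islands, 27 and 32 gained islands lay inside in replicates 1 and 2. Within strata of score and length, these were 2.94 and 1.89 times the expected number. With the counting error of the observed number alone, the lower limits were 1.83 and 1.23. The expected number was taken as exact, although only 0.289% and 0.664% of such islands outside were gained. The values thus lean against calling near the score threshold as the whole cause but do not exclude it. H3K4me3 islands inside H3K27me3 islands had lower scores and were shorter. Over all scores, observed gained islands within strata were 1.73 times the expected number in replicate 1 and 1.28 times in replicate 2, so that lower score and length account for part of the excess and not for all of it. Islands lost with GSK126 were also more frequent inside than outside, with ratios of 1.14 and 2.15 in replicates 1 and 2, and of 1.23 and 2.68 with the stricter threshold. Within strata, lost islands were 0.772 and 0.977 times the expected number, below the values for gained islands in both replicates, which argues against calling that varies equally in both directions as the whole cause. In absolute number, islands lost inside H3K27me3 islands still outnumbered those gained, 264 against 181 in replicate 1 and 282 against 267 in replicate 2. Only 13.3% of the islands gained inside in replicate 1 were also gained in replicate 2, against 10.5% of the other GSK126 islands inside. In replicate 2 the values were 8.61% and 0.601%, and islands found only with DMSO gave similar ones, 11.7% against 9.60% and 9.93% against 1.13%. With these values, calls made in a single library cannot be told apart from a repeatable gain, and the low depth of H3K4me3 replicate 2 keeps this open. A gain of H3K4me3 where H3K27me3 is lost may be one hypothesis, and it was not tested beyond these values.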
